# Panx1b Modulates the Luminance Response and Direction of Locomotion in the Zebrafish

**DOI:** 10.3390/ijms222111750

**Published:** 2021-10-29

**Authors:** Nickie Safarian, Sarah Houshangi-Tabrizi, Christiane Zoidl, Georg R. Zoidl

**Keywords:** pannexin1b, zebrafish, retinal ganglion cells, Muller glia, circadian clock, visual system, transcriptomics, behavior

## Abstract

Pannexin1 (Panx1) can form ATP-permeable channels that play roles in the physiology of the visual system. In the zebrafish two ohnologs of Panx1, Panx1a and Panx1b, have unique and shared channel properties and tissue expression patterns. Panx1a channels are located in horizontal cells of the outer retina and modulate light decrement detection through an ATP/pH-dependent mechanisms and adenosine/dopamine signaling. Here, we decipher how the strategic localization of Panx1b channels in the inner retina and ganglion cell layer modulates visually evoked motor behavior. We describe a *panx1b* knockout model generated by TALEN technology. The RNA-seq analysis of 6 days post-fertilization larvae is confirmed by real-time PCR and paired with testing of locomotion behaviors by visual motor and optomotor response tests. We show that the loss of Panx1b channels disrupts the retinal response to an abrupt loss of illumination and it decreases the larval ability to follow leftward direction of locomotion in low light conditions. We concluded that the loss of Panx1b channels compromises the final output of luminance as well as motion detection. The Panx1b protein also emerges as a modulator of the circadian clock system. The disruption of the circadian clock system in mutants suggests that Panx1b could participate in non-image forming processes in the inner retina.

## 1. Introduction

Pannexin 1 (Panx1) proteins can assemble into two types of integral membrane channels. It is widely accepted that Panx1 provide a transmembrane pathway for ATP [1]. However, under certain conditions, Panx1 can also act as a highly selective membrane channel for chloride ions without ATP permeability [2]. The cryoEM structure of Panx1 as a heptameric selective chloride channels was resolved recently [2,3,4,5,6,7,8]. The expression of Panx1 in the rodent eye has fostered research on functional implications in the normal retina physiology and pathologies related to ocular hypertension or ischemia in mouse models [9,10,11,12,13]. In parallel to ongoing work in rodents, the accessibility of the zebrafish eye at all stages of development to adulthood in combination with the possibility of behavioral assessment of visual system functions allows to study the mechanisms which involve Panx1 in vision using this complementary animal model.

The zebrafish has two gene copies of Panx1, *panx1a* and *panx1b*. The ohnologs resulted from the teleost third whole-genome duplication (R3 WGD) event occurring between 320 and 350 million years ago (MYA) [14,15]. The neofunctionalization of both genes is indicated by distinct tissue expression patterns or shared and distinct biophysical properties [15,16,17]. The *panx1b* gene shows higher expression levels in the brain and eyes, compared to *panx1a* [15,16]. In a previous study we have shown that in the zebrafish retina, Panx1b’s immunoreactivity is prominent in the inner retina and ganglion cells (RGCs) [16], whereas Panx1a is localized on the surface of horizontal cell dendrites invaginating cone pedicles [17]. Other prominent biophysical differences are the smaller unitary conductance of Panx1b channels and longer activation time when compared to Panx1a [16].

To the best of present knowledge, the differences between the ohnologs suggest a functional specialization in neuronal circuits shaping visual output of the retina. First evidence was found in the outer retina, where Panx1 channels affect a slow ATP/pH-mediated mechanism and together with Cx55.5 form a fast ephaptic mechanism tuning feedback from horizontal cells to cones [18]. Next, we showed that Panx1a modulates the detection of light decrements through the retinal OFF-pathway using adenosine and dopaminergic signalling pathways [19]. Here, the roles of Panx1b channels in the inner retina were addressed using a *panx1b* knockout model generated with engineered transcription activator-like effector nucleases (TALEN) [20]. RNA-seq data of 6 days post-fertilization (dpf) larvae were confirmed by real-time quantitative PCR (RT-qPCR) and paired with testing of visual-motor behaviors. The results showed that the loss of the Panx1b protein disrupts the retinal response to the abrupt loss of illumination and causes a decreased visual acuity for detecting leftward motion in the dark. This outcome suggests a role of Panx1b in retinal OFF-pathways and directional coding retinal ganglion cell populations. The Gene Ontology (GO) enrichment analysis showed that different to Panx1a, Panx1b does not affect the adenosine-dopamine signaling pathway. Instead, Panx1b emerges as a modulator of the circadian clock system. As roles of Panx1 in the sleep/wake cycle of rodents have been described we propose similar functions of Panx1b in non-image forming processes of the zebrafish visual system.

## 2. Results

### 2.1. Targeted Disruption of the panx1b Gene

For TALEN-mediated genome editing, a single HindIII restriction site in the 4th coding exon of *panx1b* was targeted (Figure 1a). Twenty-five picograms (pg) of a pair of TALEN cRNAs was microinjected into one-cell stage embryos. A restriction fragment length polymorphism (RFLP) test of 17 randomly selected larvae at six-day post fertilization (6dpf) revealed a gene editing efficiency of ≈88%, as evidenced by a partial loss of the Hind III restriction enzyme recognition sequence located in the spacer region between the TALEN binding sites (Figure 1b). The DNA sequence analysis of multiple F0 larvae confirmed the efficient generation of deletions of varying lengths (Figure 1c). A positive adult F0 founder transmitting an 11-base pair (bp) frameshifting deletion (*panx1b^Δ11^*) was selected to establish the knockout line (*panx1b^−/−^*) used for further experimentation. The eleven bp deletion caused a frameshift at amino acid E179 of the Panx1b protein, resulting in a premature stop codon. The truncated 179-amino-acid protein Panx1b^Δ11^ lacks the transmembrane regions 3 and 4, and the entire carboxyterminal domain. The lack of these domains suggested that the mutant was not capable of forming functional Panx1 channels (Figure 1d).

After transient transfection into mouse neuroblastoma 2a (Neuro2a) cell line, the *Panx1b^Δ11^-DsRed-monomer* protein was detected in the cytoplasm. No significant signal in the cell membrane was visible, implying that the mutant protein was most likely unable to traffic efficiently to the cell membrane (Figure 1e, right panel). The *Panx1b^wt^-EGFP* protein was detectable in the perinuclear region and the plasma membrane (Figure 1e, left panel), in line with previous reports [16,17,21].

The Panx1b immunoreactivity in the adult zebrafish retina was found mainly in the inner plexiform layer, and in some ganglion cells (Figure 1f–h), corroborating the previously demonstrated localization identified with a different antibody [16]. The detection of a robust immunoreactivity in GFAP positive structures resembling the end feet of Muller glia was novel. The difference was attributed to replacing the previously reported chicken anti-Panx1b antibody with an antibody raised in rabbits. The Panx1b immunoreactivity was reduced in *panx1b^−/−^*, and absent when the primary antibody was omitted during the staining procedure (Figure 1h,j).

### 2.2. Characterization of panx1b^−/−^ Larvae

The *panx1b^−/−^* survival rate was significantly lower than TL controls at 1 dpf (values in %: TL, 80; *panx1b^−/−^*, 62.2; *p* = 0.0062). Although the survival rate of *panx1b^−/−^* larvae compared to TL improved by day 6 (values in %: TL, 83; *panx1b*^−/−^, 87; *p* = 0.538; Figure 2a), this phenomenon was unusual. The visual inspection of the gross anatomy of larvae after hatching on 3dpf, showed that *panx1b^−/−^* mutants developed a spectrum of morphological phenotypes from normal to malformed. Malformations included swimming bladder edema, ventricular hypertrophy, an irregularly shaped yolk sac, and abnormal spinal curvature in approximately 11 ± 4% of mutants. Whether these malformations derived from abnormal development was not determined since larvae representing this spectrum of malformations could not survive beyond 5–6 dpf. Figure 2b represents *panx1b^−/−^* and TL control larvae of the F4 generation at 6dpf. At this stage morphological malformations were not apparent. However, the head-to-tail size of 6dpf *panx1b^−/−^* larvae was significantly larger than the size of age matched TL controls (TL control = 3.83 ± 0.27 mm; *panx1b^−/−^* = 4.00 ± 0.17 mm; *p* < 0.0001; for TL, n = 60; *panx1b*^−/−^, n = 44; Figure 2c). Adult *panx1b^−/−^* zebrafish were viable and fertile, with no apparent anatomical abnormalities. No gross morphologic changes to the eyes were observed. Furthermore, no significant reduction in the *panx1b* mRNA level was detected by RT-qPCR in 6dpf *panx1b^−/−^* larvae. This indicated that the 11 nt deletion in *panx1b*^−/−^ RNA did not activate cytoplasmic RNA decay pathways like previously observed in the *panx1b*^−/−^ mutant [19]. A compensatory regulation of the expression of the other three pannexin genes, *panx1a*, *panx2*, or *panx3*, was not detected (Figure 2d). A quantitative demonstration of the loss-of Panx1b protein expression in zebrafish tissues was not achieved. Several attempts to generate high-affinity polyclonal or monoclonal antibodies directed against both GST-Panx1b fusion proteins or synthetic peptides failed to generate a product fit for western blot analysis.

### 2.3. Transcriptome Profiling of 6 dpf panx1b^−/−^ Larvae

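RNA was extracted from 3 independent pools of about 30 larvae per line at 6 dpf, and each pool gave 1 strand-specific paired-end library (NEBNext Ultra II Directional). TL is the wild-type line used as the control. Libraries of TL controls and *panx1b*-/- larvae were compared here, and 3 libraries each of *panx1a*-/- larvae and of the double knock-out were made in the same way, 12 libraries in all. For each library the authors deposited the whole-number count of reads assigned to each of 31261 Ensembl genes, without normalization and without pooling the replicates. The paper describes read counts from RSEM for each transcript and gene, of which the transcript counts were tested with DESeq2. Its text does not state whether the deposited gene counts are those of RSEM, nor the strand setting. The gene counts do not hold the transcript level. Between 20581029 and 29259122 counts (median 22624215) were assigned to genes in the TL libraries and between 21708495 and 23522469 (median 21835408) in the *panx1b*-/- libraries. Within each line the libraries differed by more than the sampling noise, with a chi-square per degree of freedom between 10.2 and 24.6 for every pair of libraries except the double knock-out replicates 2 and 3 (2.84). All were kept as separate replicates. Each library averages whole larvae, and each genotype is a single line, so differences in rearing or collection between the lines would enter the same comparison.

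Fold changes were calculated with edgeR's quasi-likelihood test after TMM normalization, using the TL and *panx1b*-/- libraries and the genes with at least 1 count in every library. The normalization, the minimum count, the cut-offs and the choice of genes over transcripts are the settings that could change the numbers. Same-numbered TL and *panx1b*-/- libraries had deviations from their group means that correlated across genes with a mean r of 0.105 (0.32, 0.04 and −0.05 for the replicates 1, 2 and 3, across 21077 genes, which are not independent replicates), so the replicate number was also used as a block.

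The targeted gene was examined in every library first. Both zebrafish ohnologs carry the symbol PANX1 in the names used here, so *panx1a* and *panx1b* could not be told apart by name and are given as a pair. PANX1 (ENSDARG00000014910) had 154, 123 and 130 counts in the TL libraries and 128, 140 and 163 counts in the *panx1b*-/- libraries, a log2 fold change of 0.15 (standard error 0.17, adjusted p = 0.644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PANX1 (ENSDARG00000025285) had 292, 249 and 399 counts in the TL libraries and 200, 221 and 224 counts in the *panx1b*-/- libraries, a log2 fold change of −0.44 (standard error 0.12, adjusted p = 0.0397 from the same test), which did not pass the p-value cut-off of 0.001. With the block, these log2 fold changes were 0.16 and −0.44. Neither PANX1 gene passed both cut-offs in either fit. PANX2 had a log2 fold change of 0.10 (adjusted p = 0.833) and PANX3 of −0.20 (adjusted p = 0.806), both smaller than their standard errors of 0.22 and 0.39 respectively.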

The transcriptomes of *panx1b*^−/−^ and TL larvae were compared at 6 dpf following RNA-sequencing (NCBI Gene Expression Omnibus (GEO) database entry GSE181853). A total of 58,616 RNA transcripts matched the Ensembl GRCz11 reference genome (TL control, *panx1b*^−/−^; n = 3). 

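Of the 31261 Ensembl gene identifiers counted in each library, 28223 (90.3%) had a gene symbol, and 5655 shared their symbol with at least 1 other identifier, as duplicated zebrafish genes do. Between 26989 and 27195 genes had at least 1 count in a TL library and between 26956 and 27130 in a *panx1b*-/- library. At least 1 count in all 6 libraries was found for 24860 genes, and these were tested. Genes of every biotype were kept, and 19972 of them were listed as protein-coding.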

38,017 RNA transcripts with unique TranscriptID represented 25,592 proteins. Non-coding RNAs, antisense RNAs, lincRNAs, or annotated RNA transcripts which were not expressed in every sample were excluded from the next analysis steps. In *panx1b*^−/−^ larva, 1213 RNA transcripts were downregulated, and 764 unique RNA transcripts were upregulated when the cut-off for the false discovery rate (FDR) was set to 0.05, and the significance of expression regulation was defined as *p*-value < 0.001. 

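Counted by gene, 786 genes were downregulated and 696 were upregulated in *panx1b*-/- larvae when both cut-offs, an adjusted p-value under 0.05 and a p-value under 0.001, were applied to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, 906 genes were downregulated and 759 were upregulated, and 1385 genes passed both cut-offs in both fits. These counts hold genes of every biotype, while the paper left out non-coding RNAs. With protein-coding genes only, 531 were downregulated and 462 upregulated. The p-value cut-off was the choice that moved these counts most, since 1459 genes were downregulated and 1285 upregulated at an adjusted p-value under 0.05 alone. Leaving out each library in turn gave between 466 and 1031 downregulated genes and between 409 and 601 upregulated genes. The 3 *panx1b*-/- libraries did not overlap the 3 TL libraries in 1480 of the 1482 regulated genes. Over all tested genes, 7408 (29.8%) showed no overlap, where chance gives 10% for 3 libraries against 3.

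The strongest decreases among genes with a symbol and a mean of at least 1 CPM (TMM-normalized) included ENSDARG00000105731, which had 90.8 ± 44.7 CPM in TL controls and 0.193 ± 0.143 CPM in *panx1b*-/- larvae (SD, n = 3). Its log2 fold change was −8.84 (standard error 0.53, adjusted p = 3.01e-06 from the same test). The gene si:dkey-18p12.4 had a log2 fold change of −7.77 (standard error 0.70, adjusted p = 5.27e-05), and it was also downregulated in *panx1a*-/- larvae against TL. For si:dkey-217f16.3 every *panx1b*-/- library had at most 3 counts, so its level was at least 133-fold lower. Among the strongest increases, vmo1a rose from 0.190 ± 0.089 CPM to 2.73 ± 0.72 CPM (SD, n = 3), a log2 fold change of 3.87 (standard error 0.39, adjusted p = 0.000115). The log2 fold changes of ENSDARG00000092378, TEX11 and si:dkeyp-80d11.4 were 3.75, 3.73 and 3.66. Leaving out any 1 library kept all of these genes past both cut-offs. Among those tested in the double knock-out against TL, each change was smaller. The log2 fold changes there were −1.26 for ENSDARG00000105731, −0.27 for si:dkey-217f16.3, −0.26 for vmo1a, 0.99 for TEX11 and 1.17 for si:dkeyp-80d11.4. The genes si:dkey-18p12.4 and ENSDARG00000092378 were not tested there, since they lacked a count in a double knock-out library. For si:dkey-18p12.4 an equally large decrease in the double knock-out is therefore not excluded.

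The remaining genes among the 5 strongest in each direction were listed as Metazoa_SRP, a name given to copies of the 7SL RNA of the signal recognition particle, between which reads could be shared or split by the counting. Metazoa_SRP (ENSDARG00000116411) fell by 8.98 on the log2 scale and Metazoa_SRP (ENSDARG00000109470) rose by 5.13, and in Metazoa_SRP (ENSDARG00000111163) the level was at least 143-fold lower in *panx1b*-/- larvae. The first and second of these copies changed in the same direction in *panx1a*-/- larvae against TL. Of 53 such copies tested, 23 were downregulated and 7 upregulated, while the summed CPM of the tested copies changed by 0.06 on the log2 scale. The sum leaves out those of the 77 listed copies that lacked a count in a library.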

In the next step gene-specific RNA expression information was retrieved from the Zebrafish Information Network (ZFIN) database using the matching identifiers GeneID, gene name, and Transcript ID to compare all differentially regulated RNA transcripts to those previously described as expressed in the central nervous system (CNS) and the visual system. Sixty-two upregulated RNA transcripts and 92 downregulated RNA transcripts were matched based on GeneIDs to expression in the central nervous system (Figure 3a, left panel). Furthermore, 43 upregulated RNA transcripts and 77 downregulated RNA transcripts matched genes expressed in the visual system (Figure 3a, right panel).

To describe the impact of the loss of Panx1b on the transcriptome of knockout larvae, an AmiGO2 analysis (http://amigo.geneontology.org/amigo/landing, 20 September 2021) using the differently regulated RNA transcripts GeneIDs was performed. The analysis delivered enriched Gene Ontology (GO) terms representing significantly enriched biological processes (Table 1). The most significantly enriched biological processes (cut-off: FDR < 0.05, *p*-value < 0.001) represented the regulation of primary and macromolecules metabolic processes (Figure 3b). 

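The GO annotation was not used here, and gene families listed by symbol were examined in its place. Set p-values are from limma's fry test and are two-sided, with Benjamini-Hochberg adjustment over the 16 sets tested in each fit. For genes of rRNA processing, 87 of 107 were lower in *panx1b*-/- larvae, with a mean log2 fold change of −0.20 (adjusted p = 0.0238). With the replicate number as a block the mean was also −0.20 (adjusted p = 0.129). Normalization by library size alone gave a mean of −0.18 (adjusted p = 0.126). Past both cut-offs, 10 rRNA processing genes were downregulated and 1, SDAD1, was upregulated. The strongest decrease was that of exosc3, with a log2 fold change of −1.91 (standard error 0.16, adjusted p = 2.75e-05 from edgeR's quasi-likelihood test). The other downregulated genes, among them NOP58, tsr1, FBL and NOB1, had log2 fold changes between −0.68 and −0.45. These genes were picked out after their values were seen.

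Genes of mRNA processing showed no shift, with 101 of 156 higher and a mean log2 fold change of 0.05 (adjusted p = 0.308, and adjusted p = 0.426 with the block). Past both cut-offs, 0 of them were downregulated, and 37 had an unadjusted p-value under 0.05 in either direction. Cytosolic ribosomal protein genes were lower in 65 of 79 cases, with a mean log2 fold change of −0.11 that the same test did not tell from 0 (adjusted p = 0.439, and adjusted p = 0.506 with the block). With limma's camera, which sets the family against all other genes, the same mean gave an adjusted p = 0.00113.

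G protein-coupled receptor genes were less frequent among the regulated genes than among all genes tested. Of 503 receptor genes tested, 3 were downregulated (AVPR1A, OXTR and adgre17), where 15.9 would follow from the share of all genes (Fisher's exact test, two-sided, p = 0.000148). For upregulation the count was 4 (CCR9, OPN4, gpr160 and olfce1) against 14.1 (Fisher's exact test, two-sided, p = 0.00247). All 7 were named after their values were seen. With the block, 5 receptor genes were downregulated. Among the 292 receptor genes with a mean of at least 1 CPM, 1 was downregulated against 9.79 (Fisher's exact test, two-sided, p = 0.000867).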

Downregulated genes represented several biological processes, including the circadian regulation of gene expression, RNA processing, and G-protein coupled receptors signaling pathways (Figure 3b).

The downregulation of circadian clock genes observed in the RNAseq data (cut-off: *p*-value < 0.001; FDR 0.05) were further validated by RNA-qPCR (cut-off: *p*-value < 0.05). 

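The 15 clock genes chosen for RT-qPCR were all detected in every library. Past both cut-offs, 6 were downregulated in *panx1b*-/- larvae (cipca, both PER1 genes, NR1D1, cry5 and CRY2) and 3 were upregulated (bmal2, cry3b and the BMAL1 gene ENSDARG00000035732). With adjustment over these 15 genes alone, 12 had an adjusted p-value under 0.05. The same count of 9 regulated genes was found with the replicate number as a block, and leaving out each library in turn gave 8 or 9. BMAL1 (ENSDARG00000035732) passed both cut-offs in only 1 of the 6 fits that left out a library. Its log2 fold change stayed between 0.45 and 0.54 in these fits. Ohnologs that share a symbol (PER1, BMAL1 and CRY1) are named by their identifiers, since the names do not say which is the a and which the b gene.

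The largest change was that of cipca, from 14.1 ± 0.4 CPM in TL controls to 3.39 ± 0.69 CPM in *panx1b*-/- larvae (SD, n = 3). Its log2 fold change was −2.05 (standard error 0.16, adjusted p = 1.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PER1 (ENSDARG00000056885) fell by 1.62 on the log2 scale (standard error 0.12, adjusted p = 1.1e-05) and PER1 (ENSDARG00000012499) fell by 0.78 (standard error 0.11, adjusted p = 0.00127). The log2 fold change of NR1D1 was −1.13 (adjusted p = 0.00024), that of cry5 was −0.84 (adjusted p = 0.00101) and that of CRY2 was −0.80 (adjusted p = 0.000713). In the opposite direction, bmal2 rose from 12.9 ± 2.2 CPM to 22.7 ± 2.6 CPM (SD, n = 3), a log2 fold change of 0.81 (standard error 0.14, adjusted p = 0.00468). The gene cry3b had a log2 fold change of 0.64 (adjusted p = 0.00179) and BMAL1 (ENSDARG00000035732) of 0.48 (adjusted p = 0.0103). BMAL1 (ENSDARG00000006791), with 0.44, passed the adjusted cut-off (adjusted p = 0.0183) and missed the p-value cut-off of 0.001. The changes of npas2 (0.28, adjusted p = 0.116) and PER3 (−0.25, adjusted p = 0.160) did not pass. PER2 (0.07) and the CRY1 genes (−0.04 and 0.02) changed by less than their standard errors of 0.10, 0.11 and 0.09 respectively.

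Over the 15 genes, the mean log2 fold change was −0.32 (limma's fry test, adjusted p = 0.0238), and it was −0.32 with the block (adjusted p = 0.0819). Of these genes, 8 were lower and 7 higher. The paper took them to RT-qPCR after observing a downregulation of clock genes in its RNA-seq data. The list may therefore depend on these same libraries, and its test does not stand apart from that choice. Over 49 clock genes of a broader list, of which 15 were downregulated and 5 upregulated, the mean was −0.20 (adjusted p = 0.0346, and adjusted p = 0.101 with the block). Each of these sets had an adjusted p-value under 0.05 in 9 of its 16 alternatives. The highest values were adjusted p = 0.0985 for the set of 15, with camera, and adjusted p = 0.173 for the broader set, with library size normalization alone.

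**Figure D1:**
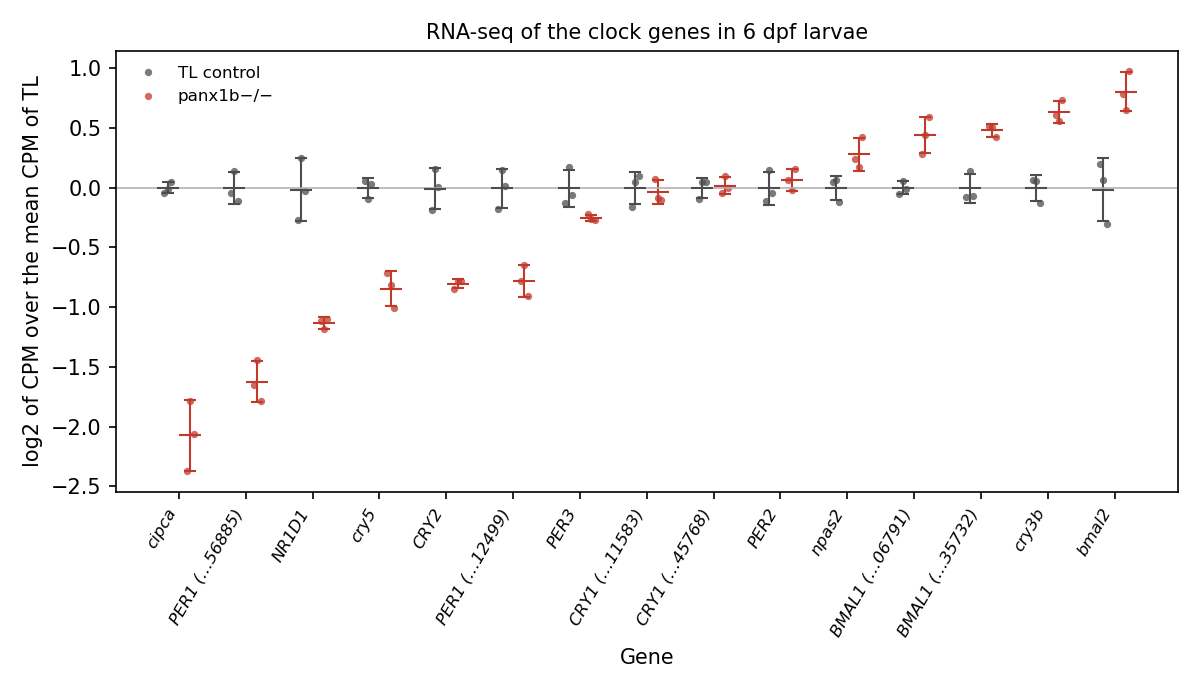
RNA-seq values of the 15 clock genes in TL control (grey) and *panx1b*-/- larvae (red), as the log2 of TMM-normalized CPM over the mean CPM of the TL libraries, ordered by fold change. Points are the 3 libraries of each line, and the horizontal marks and bars are their means and SD. The *panx1b*-/- libraries lie below all TL libraries for 7 genes from cipca to PER3 and above them for npas2, both BMAL1 genes, cry3b and bmal2.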

The genes selected are known to drive the rhythmic 24-h expression patterns of core clock components. Here, the downregulation detected by RNA-seq analysis was confirmed (Figure 3c, Table 2). 

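The RNA-seq direction of each gene was set beside its RT-qPCR direction in Table 2. Of the 15 genes, 14 were lower in *panx1b*-/- larvae by RT-qPCR. By RNA-seq, 8 genes had the same direction as in Table 2 (bmal2, cipca, cry2, cry5, nr1d1, per1a, per1b and per3), and 5 had the opposite direction (bmal1a, bmal1b, clock2, cry3b and per2). The remaining 2, cry1a and cry1b, correspond to the CRY1 pair, in which 1 gene was marginally lower and 1 marginally higher. Table 5 lists the same reference sequence for the cry1b and cry2 primers. The comparison of cry1b and cry2 therefore rests on their names, and which gene each primer pair amplifies is not certain. Table 2 marks 6 genes as down. By RNA-seq, 1 of these (cry5) was downregulated, 3 were higher in *panx1b*-/- larvae (bmal1a and bmal1b, as the BMAL1 pair, and clock2, listed as npas2), and 2 were the CRY1 pair.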

The modulation of the circadian clock pathway in the absence of Panx1b suggests a mechanism that could affect physiological functions such as sleep-wakefulness cycle, locomotor activity, or metabolic processes in 6 dpf old larvae by altering the circuitry which connects retina outputs with midbrain nuclei and the optic tectum (Figure 3d,e).

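Clock genes, some of them genes of Table 2, were listed in 2 sets, which moved in opposite directions. The names positive and negative arm are labels of these lists and do not say that each gene activates or represses. Of 11 genes of the positive arm (the *bmal*, *clock*, *npas2*, *ror* and *nfil3* genes), 9 were higher in *panx1b*-/- larvae and 4 passed both cut-offs, with a mean log2 fold change of 0.32 (limma's fry test, two-sided, adjusted p = 0.0238). With the replicate number as a block the mean was 0.32 (adjusted p = 0.121). Of 16 genes listed as the negative arm (both PER1 genes, PER3, the *nr1d*, *dbp*, *tef* and *ciart* genes, BHLHE41 and cipca), 15 were lower and 12 passed both cut-offs. Their mean log2 fold change was −0.78 (adjusted p = 0.00494, and adjusted p = 0.0219 with the block). This list leaves out PER2 and the *cry* genes, which did not move as one, since CRY2 and cry5 were downregulated, cry3b was upregulated, and PER2 and the CRY1 genes did not change detectably. Besides the genes of Table 2, dbpb (−1.14), ciarta (−1.01), dbpa (−1.01) and BHLHE41 (−0.89) were among the downregulated genes, and nfil3-5 (0.63) and rorcb (0.48) among the upregulated genes, named after their log2 fold changes were seen. From this pathway's modulation in the absence of Panx1b, the paper proposes a mechanism by which physiological functions of the larvae could be affected.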

### 2.4. Loss of Panx1b Affected Visually Guided Locomotor Activities of Larvae

Physiological, molecular, and behavioral studies have demonstrated robust circadian rhythmicity in the zebrafish based on the visual system [22]. As the transcriptome data analysis provided evidence that the lack of Panx1b caused changes in both the visual and the circadian clock systems, three types of visually guided locomotion-based tests, e.g., (1) locomotion in a stimulus-free environment, (2) visual-motor response (VMR) [23], and (3) optomotor response (OMR) [24], were investigated.

The baseline locomotor performance of the *panx1*b^−/−^ and TL larvae were compared under constant light (Light-ON) or dark (Light-OFF) conditions. Under the Light-ON condition, both TL controls and *panx1*b^−/−^ swam longer distances and more rapidly than during the Light-OFF condition. Both genotypes displayed similar locomotor activity in Light-ON (Figure 4a). The average of the distance traveled (*panx1b*^+/+^ = 154.38, *panx1b*^−/−^ = 158.90, 95% Confidence Interval (CI) = −27.14–36.18, t = 0.286, df = 52.295, *p*-value = 0.7758; for n = 30 larvae) and the velocity (*panx1b*^+/+^ = 2.69, *panx1b^−/−^* = 2.86, 95% CI = −0.33–0.68, t = 0.686, df = 50.325, *p*-value = 0.496; for n = 30 larvae) were comparable between both cohorts. Both groups showed a similar preference for swimming in the outer zone relative to the central “open space” area of the well (Figure 4a; well illustration). Also, no significant difference in average distance travelled in the central zone (bordered with a red rectangle in the well illustrations) was detected between genotypes (*panx1b*^+/+^ = 13.03, *panx1b*^−/−^ = 9.49, 95% CI = −1.19–8.27, t = 1.508, df = 42.89, *p*-value = 0.13; n = 30 larvae).

During the Light-OFF phase, *panx1b*^−/−^ larvae were more active than TL controls. They swam significantly longer distances (*panx1b*^+/+^ = 67.89, *panx1b*^−/−^ = 87.38, 95% CI = 1.55–37.42, t = 2.189, df = 45.194, *p*-value = 0.0338; n = 30 larvae) although with similar velocity (*panx1b*^+/+^ = 3.21, *panx1b*^−/−^ = 2.70, 95% CI = −1.14–0.12, t = −1.609, df = 46.751, *p*-value = 0.1142; n = 30 larvae) as TL controls (Figure 4b). No difference was observed in the preference of both genotypes to stay close to the wall of the well during the Light-OFF period (Figure 4b; well illustration; the average distance travelled in the central zone for *panx1b*^+/+^ = 4.92, *panx1b*^−/−^ = 5.05, 95% CI = −3.19–2.92, t = −0.087, df = 52.46, *p*-value = 0.93; n = 30 larvae).

Next, the visual-motor response (VMR) assay was used to demonstrate the reaction of *panx1b*^−/−^ larvae to sudden light changes. A principal component analysis (PCA) demonstrated that the two principal components PC1 and PC2 captured more than 65.5% and 29.5% of the data variance (Figure 5a). The total activity duration (TAD; in red) had the most significant contribution to the observed variability in PC1 among seven variables tested (i.e., count and duration of freeze, bouts, and bursts of activity, plus total activity duration) (Figure 5b).

The variable TAD was chosen to determine the VMR differences between both genotypes. The larval VMR differed from TL controls when the *panx1b* gene was ablated as indicated by the mean larval activity during 3 cycles of light onset (Light-ON) and light-offset (Light-OFF) (Figure 5c). While the mutants’ motor activity during the Light-ON phases was markedly lower than TLs, they had comparable activity levels during the dark periods. A pairwise non-parametric *t*-test (nparcomp package; R) quantified larval activity during the following time periods: −60–0 s (i.e., before light change), 0–1 s (i.e., at the light change stimulus) and 1–60 s (i.e., after light change) (Table 3). For the 1 min period before the Light-ON stimulus (−60–0 s), there was a statistical difference in the activity between TL and *panx1b*^−/−^ (effect estimator: 0.5; adjusted *p*-value (padj) 0.001, for n = 48 larvae), in which the activity level of *panx1b*^−/−^ before the light change was greater than that of TL larvae. At the dark-light transition (Light-ON; 0–1 s), a synchronous increase in locomotor activity was observed in both TL and *panx1b*^−/−^ groups (effect estimator: 0.6, padj = 0.08, for n = 48 larvae), which was followed by a rapid activity decline to a baseline level during the subsequent light period (in 1–60 s, effect estimator: 0.5, adjusted padj = 0.7. for n = 48 larvae; Figure 5d).

At the light-dark transition, a synchronous and abrupt increase in motor activity was observed in TL control larvae. Following this trend, larval motor activity remained elevated for several minutes before slowly declining within 10–15 min, until swim activity fell below the baseline activity level in Light-ON conditions (Figure 5e). Interestingly, *panx1b*^−/−^ larvae responded to the dark differently compared to control TLs. For the 1 min period before the Light-OFF stimulus (−60–0 s), *panx1b*^−/−^ larvae activity was markedly lower than the activity of TLs (effect estimator: 0.5, padj < 0.0001, for n = 48 larvae). Notably, the peak response to the abrupt loss of illumination was absent in mutants (0–1 s; effect estimator: 0.7, padj < 0.0001, for n = 48 larvae). Rather than sharply increasing motor activity, mutants failed to respond to the Light-OFF stimulus for several seconds, indicated by periods of no activity. Then, activity gradually increased to levels comparable to TLs in the subsequent dark period. For the 1 min period after the Light-OFF stimulus, no significant differences between TL and the mutant’s activity were observed (1–60 s; effect estimator: 0.49, padj = 0.06, for n = 48 larvae (Figure 5e). The results showed that *panx1b^−/−^* larvae can detect and respond to light. However, their peak response to a dark pulse was abolished, which suggested that Panx1b in the retina functions in detecting light decrement and eliciting the corresponding swimming response in larval zebrafish.

Finally, the OMR test was used to assess the innate behavior of zebrafish to follow visual motion in the surrounding environment to stabilize their location or course of movement [25,26]. The optimal stimulus parameters for distinguishing mutants from TL control larvae were found by presenting moving gratings at three spatial frequencies (SF; 64, 128, and 256 pixels/cycle), and two velocities (72 and 144 deg/s), and two contrast levels of (10, 100 percent). Figure 6 shows the percentage of positive response (PPR) of 40 larvae after 90 s of exposure to grating motion towards alternating right and left stimuli. For all combinations of SFs, velocities, and contrasts, the percentage of *panx1b*^−/−^ larvae responding to the stimulus was lower than that in the TL control group. A bias was detected when the direction of moving stripes was set towards the left side.

At low contrast level (10%; left panels), *panx1b*^−/−^ larvae were markedly distinct from TL controls when tested with left-ward moving stripes at a spatial frequency of 256 pixels/cycle and a speed of 144 pixels/s. The PPR of TL and *panx1b*^−/−^ larvae were 85.8 ± 16.4% and 24.4 ± 21.4%, respectively (*p*-value = 0.0012; n = 40). For the low-spatial frequencies (i.e., 64 and 128 pixels/cycle), both genotypes swam most often in the direction of the moving stimulus when tested with a velocity of 72 or 144 (deg/s). No significant differences were observed within or between groups. However, when spatial frequencies were increased from 128 to 256 pixels/cycle, the average PPR was augmented at high velocities in TL controls. This result was in line with the previous reports on the larval zebrafish visual acuity peaking at the spatial frequency of 256 (pixels/cycle), and at a speed of 144 (deg/s) [27]. A similar increase in the larval response was observed in mutants only when larvae were exposed to the rightward moving grating. *Panx1b^−/−^* larvae showed a significant impairment for following the leftward moving stripes at the same combination of SF and velocity. The data suggested that the visual acuity of *panx1b*^−/−^ larvae was compromised in low contrast conditions, which was in line with the aforementioned VMR result in the dark environment. Furthermore, the peak response deficiency, observed at SF of 256 pixels/cycle and speed of 144 pixels/s, for the leftward direction provided first evidence that Panx1b could be involved in a directional tuning impairment in *panx1b*^−/−^ larvae. This advocates for a role of Panx1b in the processing of motion direction signals.

On the other hand, at high contrast level (100%), none of the tested combinations of SFs and velocities elicited a statistically significant difference between mutants’ and TLs’ OMRs (Figure 6, right panels). The pairwise comparisons for each spatial frequency revealed no statistically significant differences within groups for either velocity. This outcome suggested that in a high contrast condition, when the environment was bright and the edges of objects were well defined, the visual acuity of *panx1b*^−/−^ larvae was normal (*p*-values: see Table 4).

## 3. Discussion

The localization of Panx1b in the inner retina and the ganglion cell layer offers opportunities to study pannexin functions in the retinal output pathway and in visual behaviors. Here, transcription activator-like effector nucleases (TALEN) introduced an 11-bp deletion in exon 4 of the *panx1b* gene causing a loss-of function mutation in the Panx1b protein. The strategy used is comparable to the conditional gene targeting of protein coding exons 3 and 4 in a Panx1 knockout mouse model [10,28] and to our other *panx1a^−/−^* and *panx1b*^−/−^ zebrafish models [18,19]. Like adult *panx1a*^−/−^ the *panx1b*^−/−^ zebrafish were viable and fertile, with no apparent anatomical abnormalities or visible morphologic changes to the eyes interfering with the study design.

At 6dpf the visual system and visually guided locomotor activity of larvae is well established [25]. This allowed to test three types of visually guided behaviors. The absence of Panx1b impaired both visually guided locomotor activities and the visual-motor response (VMR) of larvae in the dark differently to the changes when Panx1a is lost [19]. The pattern of immediate freeze followed by partial recovery following the Light-OFF stimulus was distinct from the sustained reduction in locomotion seen in *panx1a^−/−^* larvae [19]. Supporting evidence for a function in OFF-type retinal ganglion cells (RGCs) derives from patterned electroretinograms (PERG) and patch-clamp recordings of mice with targeted ablation of the Panx1 gene [29]. The response of OFF-type RGCs in mice and our data in the zebrafish let us conclude that the immediate response to sudden darkness could be associated with a similar disruption of the inner nuclear layer circuits, where Panx1b is localized [16].

The third behavioral test, the optomotor response (OMR) assay, detects changes to swimming posture testing the ganglion cells’ function [26,30,31,32]. Without prior training and while larvae were freely moving, we showed robust OMR at 6 dpf in line with other studies presenting this response in larvae as early as 5 dpf [26,33]. Here, we demonstrate that Panx1b affects the optic flow’s direction-selectivity, affecting the left-ward direction of motion at high spatiotemporal frequencies and low contrast conditions.

Presently, we can only speculate about how Panx1b affects the direction of motion detection tested by OMR. Future research must explain whether a similar right-ward motion detection change exists, and whether Panx1a or a connexin protein could play a role in it. In both zebrafish and in humans, motion detection is dominated by a luminance channel, which pools red and green cone signals [34]. However, RNA-seq data exclude the differential expression of red-or green-sensitive opsins, which differs to the upregulation of blue and UV-sensitive opsins and genes representing the phototransduction cascade found in *panx1a*^−/−^ [19]. 

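Of the 6 red and green cone opsin genes, 4 had at least 1 count in every TL and *panx1b*-/- library, and 0 of these passed both cut-offs, while 2 had an unadjusted p-value under 0.05. The green opsin opn1mw2 had 2.78 ± 0.21 CPM in TL controls and 4.42 ± 0.06 CPM in *panx1b*-/- larvae (SD, n = 3), a log2 fold change of 0.66 (standard error 0.17, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that missed the p-value cut-off of 0.001. For opn1mw1, the values were 122 ± 34 CPM and 173 ± 35 CPM (SD, n = 3), a log2 fold change of 0.51 (standard error 0.20, adjusted p = 0.140). With the replicate number as a block, opn1mw1 passed both cut-offs (log2 fold change 0.53, adjusted p = 0.0106) and opn1mw2 did not (0.67, adjusted p = 0.0371). The red opsins opn1lw2 and opn1lw1 had log2 fold changes of 0.25 (adjusted p = 0.369) and 0.66 (adjusted p = 0.472), and opn1lw1 had at most 7 counts in any library. The genes opn1mw3 and opn1mw4 had between 0 and 3 counts per library, so a difference was not detectable at this depth. As a set, the 4 tested genes had a mean log2 fold change of 0.52 (limma's fry test, adjusted p = 0.0346, and adjusted p = 0.0372 with the block). The adjusted p-value of this set was under 0.05 in 5 of its 16 alternatives. These opsins are close paralogs, between which reads could have been split by the counting.

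The UV opsin OPN1SW and the blue opsin opn1sw2 had log2 fold changes of 0.08 (adjusted p = 0.782) and 0.17 (adjusted p = 0.485), and that of OPN1SW ranged from −0.05 to 0.20 with each library left out in turn. Over 57 phototransduction genes the mean log2 fold change was −0.12 (limma's fry test, adjusted p = 0.261, and adjusted p = 0.277 with the block). Within this set, 5 genes were downregulated (ARR3, CNGA3, guca1c, guca1d and gucy2d) and 1 was upregulated (PDE6B), named after their values were seen. The log2 fold change of CNGA3 was −1.27 (standard error 0.13, adjusted p = 0.000134 from edgeR's quasi-likelihood test). The gene gucy2d lies 21 genes away from *panx1b* in the RefSeq gene order of the GRCz12tu assembly.

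**Figure D2:**
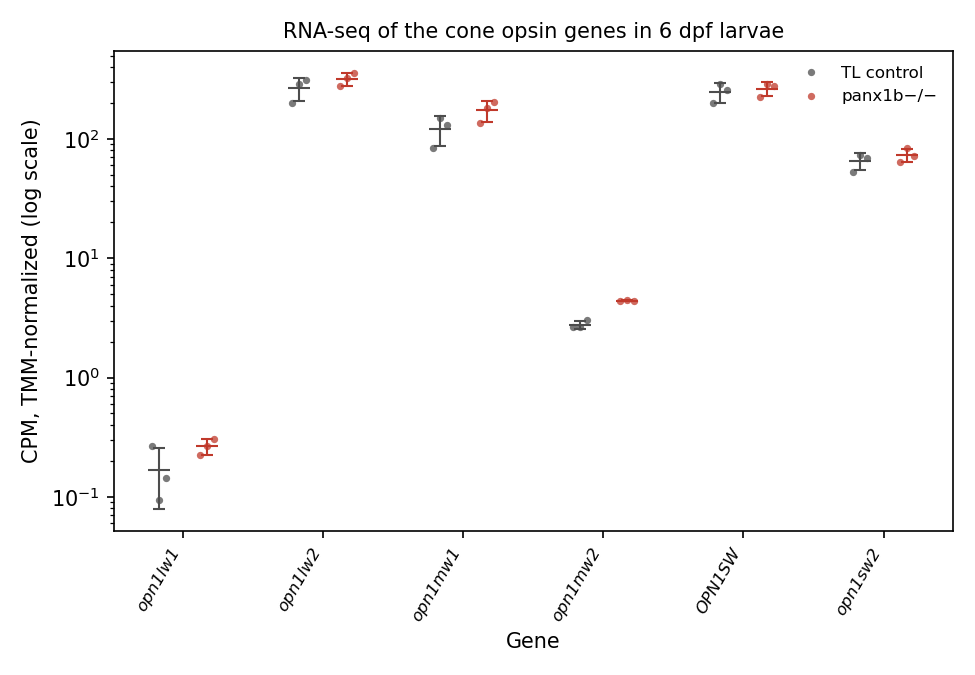
RNA-seq values of the 6 cone opsin genes counted in every library, in TL control (grey) and *panx1b*-/- larvae (red), as TMM-normalized CPM on a log scale. Points are the 3 libraries of each line, and the horizontal marks and bars are their means and SD. The lines overlap for each gene except opn1mw2, whose *panx1b*-/- libraries lie above its TL libraries.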

While this observation does not conclusively rule out altered photoreceptor function, roles of Panx1b are more likely to affect the inner retina based on the localization in ganglion cells.

In the inner retina direction-selective ganglion cells (DSGCs) process and encode the presence, time, and the direction of motion [32]. Zebrafish RGCs send a diverse and highly regionalized time and spectral code to the brain [35]. The direction of motion is encoded by three direction-selective subtypes of ganglion cells tuned to upward, downward, and caudal-to-rostral motion [36]. Furthermore, the direction tuning of multiple subtypes of DSGCs depends on the light level [37]. The direction selectivity of subpopulations of ON-OFF DSGCs in mammalian models requires electrical coupling by gap junctions [38,39,40], striking a balance between improving the detection of motion in dimly lit conditions against a cost to the accuracy of direction estimation [41]. As the OMR deficiency in the absence of Panx1b occurred only with the left-ward motion at low light conditions, it is intriguing to speculate whether Panx1b channels located in the inner plexiform layer play similar roles or synergize with connexins in broadening direction tuning at low light levels in specific DSGCs subtypes.

Astrocytes can modulate the activity of neurons in vivo, affecting directly information processing and suppressing motor output in the OMR test [42]. Astrocytes are also a main source of extracellular purines such as ATP and adenosine [43,44]. In rodents Panx1 is a major conduit of non-vesicular ATP release into the extracellular medium [45,46], and astrocytes release ATP in a circadian manner [47]. The localization of Panx1b in Muller glia end feet is close to the axonal output from ganglion cells and the retinal vasculature. In our opinion, a hypothetic model based on a photoperiodic ATP release from Muller glia in the proximity of retinal ganglion cells is attractive in explaining the observed behavioral phenotypes in the zebrafish, or the regulation of non-image forming processes such as sleep-wakefulness, which has been demonstrated in Panx1 mouse models [48,49]. We propose a role of Panx1b in regulating clock-gene mediated heightened retinal sensitivity, which improves luminance detectability. This role fails to function properly in *panx1b*^−/−^ larvae, leading to a diminution of the Light-OFF stimulus response.

To the best of our knowledge, the neofunctionalization of Panx ohnologs in the fish add a new twist to the expanding repertoire of Panx1 functions. The results presented indicate that lack of Panx1b compromises the final output of luminance and direction of motion detectors. Also, mutant larvae show a deficiency in following leftward direction of motion in low light conditions. The observed misalignment of circadian clock system seems to disrupt synchronization of behavioral rhythms with the circadian light-dark cycle in the absence of Panx1b. The principal findings in the zebrafish offer opportunities for studies on the Panx1b association with the circadian clock pathway in a diverse array of biological processes beyond the retina, such as sleep/wakefulness, or metabolism.

## 4. Materials and Methods

**Experimental Animals**—All zebrafish (Danio Rerio) of strain Tupfel long fin (TL) were maintained in a recirculation system (Aquaneering Inc., San Diego, CA) at 28 °C on a 14 h light/10 h dark cycle. All animal work was performed at York University’s zebrafish vivarium and in S2 biosafety laboratory in accordance with the Canadian Council for Animal Care guidelines after approval of the protocol by the Animal Care Committee (GZ: 2020-7-R3).

**Generating *panx1b* knockout zebrafish**—Potential TALENs target sites were identified using Mojo Hand software (http://talendesign.org, 20 September 2020) [50]. TALENs targeted exon 4 of *panx1b* (NM_001100030.2). The following criteria satisfied the TALEN design: TALENs target sites were 15–17 bases long with an initial 5′ T nucleotide to the TALE domain. The spacer length was restricted to 15–16 base pairs. Target sites with a unique restriction enzyme sequence located in the middle of the spacer sequence were selected to simplify screening for insertion-deletion (indel) mutations. The specificity of selected TALENs target sequences was determined using the BLAST interface built into the Mojo Hand software and by a NCBI BLAST search.

The TALEN constructs were synthesized in Dr. Stephen Ekker’s lab (Mayo Clinic Cancer Center, Rochester, MN, USA). TALEN assemblies of the repeat-variable di-residues (RVD-containing repeats) were conducted using the Golden Gate approach [51]. pT3TS-GoldyTALEN expression vectors [20,52]. Plasmids were linearized with the SacI restriction endonuclease (Thermo Fisher Scientific, Waltham, MA, USA) for 15 min at 37 °C and used as templates for in vitro transcription. Capped cRNAs were synthesized from TALEN pairs mixed 1:1 using the mMESSAGE mMACHINE T3 Transcription kit (Life Technologies, Mississauga, ON, Canada) and purified using the Oligotex mRNA Mini Kit (Qiagen Inc., Toronto, ON, Canada). TALEN cRNAs were diluted in DNase/RNase-free water (Life Technologies) to the final concentration of 1 µg/μL and stored at −80 °C before microinjection.

One-cell stage zebrafish embryos were microinjected with TALEN cRNAs pair at a dosis of 25 pg/nL. Genomic DNA (gDNA) was extracted from injected embryos at 4 dpf to examine the TALEN mutagenesis efficiency. Individual larvae were incubated in 100 mM NaOH at 95 °C for 15 min. After cooling to room temperature, one-tenth of the 1 M Tris (pH 8.0) volume was added to the extracts to neutralize the NaOH. Finally, 1 volume TE buffer pH 8.0 was added, and gDNAs were stored at −20 °C. PCR was used as a screen to detect a small indel mutations followed by HindIII (for *panx1b*) restriction enzyme (RE) digests. PCR primers for genotyping: 5′-TTGGCGTCGGCAAACAGTGG-3′; reverse, 5′-GGCGACGAGGTGGTCGTTGG-3′. Indel mutations were confirmed by sequencing (Eurofins Genomics LLC, Louisville, KY, USA) of gel-purified PCR products cloned into the pJet1.2 cloning vector (Life Technologies).

Adult mosaic zebrafish (F0) were anesthetized in pH-buffered 0.2 mg/mL ethyl 3-aminobenzoate methanesulfonate solution (MS-222, Sigma-Aldrich, Oakville, ON, Canada). The caudal fin (2 mm of the end) was removed using dissecting scissors (WPI Inc., Sarasota, FL, USA) and placed into 1.5 mL collecting tubes. The fin gDNA was isolated and screened for indel mutations as described (Bedell et al., 2012). Adult F0 zebrafish were out-crossed to wild-type (WT) TL zebrafish and their F1 offspring were analyzed by PCR and HindIII restriction digestions to verify germline transmission of mutations. Heterozygous *panx1b^+/−^* F2 mutants were in-crossed to establish homozygous F3 mutants *panx1b*^−/−^. All experiments described were performed with progenies of >F3 generations. Later generations were routinely tested for the identity of the genotype and backcrossed into TL to preserve the line.

**Gene expression and transcriptome analysis**—Total RNA was extracted from 6 dpf larvae (RNeasy Plus Mini Kit; Qiagen) and reversed transcribed (iScript Reverse Transcription Supermix; Bio-Rad Laboratories, Mississauga, ON, Canada). The cDNA equivalent of 15 ng total RNA was analyzed in triplicate by qRT-PCR (SsoAdvanced SybrGreen PCR mix; Bio-Rad). All experiments included a melt curve analysis of PCR amplicons generated in each reaction. Raw cycle threshold values (Ct-values) were exported from the CFX Manager Software (Bio-Rad, Canada), and the relative gene expression was calculated using the Relative Expression Software Tool (REST-2009) [52]. All primer sequences (Integrated DNA Technologies Inc. Coralville, Iowa) are listed in the Table 5.

The transcriptomes of the zebrafish lines used in this research were analysed by RNA-seq (NGS-Facility, The Center for Applied Genomics, SickKids, Toronto, ON, Canada). The data derived from the sequencing of three independent pools of ≈30 age-matched larvae (6 dpf). Details of the bioinformatical analysis have been reported [19]. A two-step differential transcript expression analysis was performed. In the first step the transcript abundance estimation using RSEM (RNA-Seq by Expectation-Maximation) version 1.3.3 (http://deweylab.github.io/RSEM/, 20 September 2020) and bowtie2 version bowtie/2.3.4.2 (http://bowtie-bio.sourceforge.net/index.shtml) was applied to estimate the expression level of each sample. For each sample, RSEM reports generated read counts, estimated lengths and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) for each transcript and gene. In the final step estimated reads counts for each transcript from the RSEM output were complied. This transcript expression matrix was supplied to DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html, 20 September 2020) v.1.22.2 to detect differentially expressed transcripts. Filtering of the low expressed transcripts to increase power was automatically applied via independent filtering on the mean of normalized counts within the DESeq results() function. The raw transcriptome data are available at the NCBI Gene Expression Omnibus (GEO) database entry GSE181853.

**Cell culture, Panx1b transfection, and imaging**—Neuroblastoma 2a (Neuro2a) cells were cultivated in DMEM with 2 mM glutamine, 1% nonessential amino acids (NEAA), 1% penicillin, and streptomycin (PS), and 10% fetal bovine serum at 37 °C and 5% CO_2_ in a humid-controlled incubator. Cells were transfected with 200 ng total endotoxin-free plasmid DNA using the Effectene transfection protocol (Qiagen Inc., Valencia, CA, USA). Plasmid DNA encoded for C-terminally EGFP- or DsRed-monomer tagged Panx1b fusion proteins, containing the full-length protein-coding region of Panx1b (aa 1-422; Gene ID: 567417) or the truncated Panx1b aa 1-179 mutant. At 48 h post transfected cells were fixed with 4% paraformaldehyde for 20 min at room temperature before washing with 1xPBS and mounted for imaging with ProLong^®^ Antifade mounting media (Thermo Fisher Inc., Mississauga, ON, Canada). The fixed samples were imaged using a Zeiss LSM 700 confocal microscope with a Plan-Apochromat 63×/NA 1.4 Oil DIC M27 objective using the ZEN 2010 program interface. Images were collected by line averaging (4×) at 2048 × 2048-pixel resolution.

**Panx1b antibody production**—A polyclonal anti-Panx1b antibody was generated against an affinity-purified GST-Panx1b fusion protein representing the carboxy-terminal amino acids 286–422 of Panx1b. The antibody was produced in rabbit and affinity-purified by Davids Biotechnologie GmbH (code#ZOI-B2; Regensburg, Germany). The specificity in immunohistochemistry was validated using retina and brain tissues from adult TL and panx1b knock out fish. Control reactions without primary antibody complemented the tests. Despite extensive testing, the affinity-purified IgG antibody failed in all western blot conditions tested, like the chicken anti-Panx1b reported in an earlier study [16].

**Immunohistochemistry**—Adult zebrafish were humanely euthanized in MS-222 solution (0.02% *w*/*v*, Sigma-Aldrich). Tissues were removed and fixed in 4% paraformaldehyde (PFA) in 1xPBS overnight at 4 °C, followed by cryoprotection in 30% sucrose in 1xPBS. After embedding in Tissue-Tek O.C.T compound 15 µm sections were cut on a cryotome (Thermofisher). Samples were washed three times for 5 min with 1xPBS containing 0.1% Tween-20 (PBST) at RT. Unspecific binding sites were blocked with freshly prepared 5% normal goat serum (NGS, Sigma-Aldrich) in PBST for 1 h at RT °C. Following blocking, samples were incubated with primary antibody (1:50, affinity-purified rabbit anti-*panx1b* antibody, code#ZOI-B2, Davids Biotechnologie GmbH; 1:100, rabbit anti-GFAP, code AB5804, Sigma-Aldrich) overnight at 4 °C. Subsequent washes with PBST were for one hour at 4 °C. The Alexa 488 goat anti-rabbit secondary antibody (1:1500 in 1% NGS PBST, Life Technologies) was applied for one hr at RT °C. After 3 washed with PBST followed by one wash water, specimens were mounted on microscope slides using ProLong Antifade with DAPI (Thermofisher). Confocal images were collected using LSM-ZEN2 software (Zeiss LSM700 system; Carl Zeiss MicroImaging, Oberkochen, Germany) with Plan-Apochromat 20×/0.8 or Plan-Apochromat 63×/1.3 oil DIC M27 objectives. For comparison of wild type and knockout tissues settings for raw image collection were kept identical. Post image collection composite figures were created using Adobe Photoshop 2021.

**Behavioral testing**—The freely swimming behavior assay visual-motor response (VMR) was tested using larvae at 6 dpf using a Zebrabox^®^ behavior recording system (ViewPoint Life Technology, Lyon, France), and the Zebralab software (ViewPoint Life Technology, Lyon, France). Tracking videos were recorded at 30 frames per second (fps) under infrared light illumination using a Point Grey Research Dragonfly2 DR2-HIBW. A lightbox provided infrared (for Light-OFF recording) or visible light (for Light-ON recording). All experiments were performed at 28 °C. At least three independent experiments were performed for each assay type.

**Freely swimming behavior assay**—Larval swimming activity under constant Light-ON/OFF conditions was tested using 48-well plates. Larvae were adapted to the environment for 3 h before recording begins. For tracking in light, larvae were adapted to ambient light (30% of final output intensity). For tracking in the dark, larvae were acclimatized to darkness (0% of final output intensity) for 3 h. Next, locomotor behavior was tracked for 60 min. For analysis of locomotion, three thresholds were defined: slow (<2 mm), medium (2–20 mm), and fast (>20 mm). The mean traveled distance (mm) and velocity (mm/s) in two swim speeds (medium and fast) was used for statistical analysis.

**The visual-motor response** (**VMR**) **assay**—Larvae in 48-well plates were adapted to darkness (Light OFF) for 3 h. After dark adaptation, baseline locomotion was recorded. Then, three trials of alternating light onset (Light ON) and light offset (Light OFF) periods with each period lasting 30 min, for a total of 180 min, followed. The Light-ON stimulus was set to 100%, and the Light-OFF stimulus was set at 0% of the final output intensity. In the Quantization^®^ mode of the Zebralab software threshold settings for activity detection in successive video frames were defined as no movement (<6), medium (6–20), activity burst (>20). Activity data were collected per second, with periods selected for analysis outlined in results.

**The optomotor response assay**—OMR assays were performed using a custom-built system, which follows the design described [53]. Briefly, stimuli were presented from below using an ASUS P3B 800-Lumen LED portable projector (https://www.asus.com/ca-en/Projectors/P3B/). The fish movements were recorded using a USB 3.1 high-speed camera (XIMEA GmbH, Münster, Germany) equipped with a 35 mm C Series Fixed Focal Length Lens (Edmund Optics Inc., Barrington, NJ, USA). An 830 nm long-pass filter (Edmund Optics Inc., Barrington, NJ, USA) was used to block infrared illumination coming from a source at the bottom of the test environment. The videos were recorded using the XIMEA Windows Software Package (https://www.ximea.com/support/wiki/apis/XIMEA_Windows_Software_Package). The visual stimuli were generated using the “Moving Grating” program, an online stimulus generator freely available at http://michael-bach.de/stim/. The Visual stimulus consisted of sequences of binary (i.e., “black and white” or “gray and white”) bars. The stimuli were generated with three spatial frequencies (64,128 and 256 pixels/cycles). Each spatial frequency was tested at two different speed rates (72 and 144 pixels/s), and two contrast levels (i.e., 10 and 100% of the final contrast output on the program, resulting in “gray and white” or “black and white” bars, respectively). Stimuli were presented to larvae (n = 10) for 90 s, twice in each left or right direction. Multiple larvae (6 dpf) were transferred to a 3 cm Petri dish (Thermo Scientific, Waltham, MA, USA) and allowed to acclimatize for 5 min before video recording and locomotion tracking. To quantify the population response to optomotor stimuli, the Petri dish was subdivided into three zones: for each grating motion direction, the last section of the area was denoted as the “target zone”. The proportion of the larvae in the “target zone” at the end of each trial was counted in relation to the total number of fish and called the percentage of positive response (PPR). The difference in the PPR of the fish after a rightward or a leftward presentation of a stimulus is a measure of the strength of the optomotor response.

**Principal Component Analysis**—VMR data represent seven variables: the counts and the duration of time larvae spend performing each of the three predefined swimming parameters (i.e., freeze, scoot, and burst) plus the total activity duration (TAD). In order to unambiguously evaluate the nature of behavioral responses to visual stimuli, the multiple components were disentangled by a principal component analysis (PCA) using the “FactoMineR” and “factoextra” packages. First, the PCA scores were Varimax rotated in accord with the standard PCA approach. The orthogonal configuration of varimax rotation guarantees the different components are uncorrelated, thus each represents an independent behavioral pattern. The resulting values termed “eigenvalues” signify the amount of variance explained by each of the components. To visualize and compare the size of the eigenvalues we used Scree plots. Only the first two components were retained for further interpretation, as their eigenvalues were greater than 1 and they accounted for more than 90% of total variance in the data. Next, the variables contribution percentage to each of the two retained components were computed and plotted. The most informative variable, “TAD”, was compared between groups using nonparametric rank-based exact multiple contrast testing and simultaneous confidence intervals (MCTP/SCI) (nparcomp package; http://www.R-project.org). Mean TAD values of the entire test period were plotted to show control and mutant larvae activity patterns. The activity data from 1 min before (−60 s) to 1 min after (+60 s) light changes were plotted separately to visualize the locomotor activity differences of the two genotypes upon after abrupt light switches. To visualize the effects of different drugs treatments on “frect” and “TAD” of larvae upon light switches, we used line charts. The baseline activity (from 1 min before light switches) were used to compare the amount of change occurring in any of the two mentioned activity features during the first 1 s after light switches.

**Statistics and data reproducibility**—Unless otherwise stated, all statistical analyses were performed in R software version 3.4.0 (http://www.r-project.org). A *p*-value < 0.05 was considered statistically significant. The average values for the survival rate, body size, traveled distance, and velocity were compared between two groups using Student’s *t*-test (with equal variance) or Welch’s *t*-test (without equal variance) as indicated. Details of procedures and software packages used for the VMR analysis are described before [54]. For the OMR data a multiple regression model was used to assess the statistical significance of the difference between groups’ PPR mean vectors. Two R packages, i.e., “tidyverse” and “car,” were used for the analysis. The normality and homogeneity of the data variance were checked by the “Shapiro-Wilk Test” and “Levene’s Test,” respectively. The “lm” and the model statistical “summary” functions were used to fit a regression model. Then, the “TukeyHSD” function was used to detect the significant differences. The sample sizes (n) reported corresponding to the number of larvae tested. The minimum number of independent experimental replicates was n ≥ 3.

## Figures and Tables

**Figure 1:**
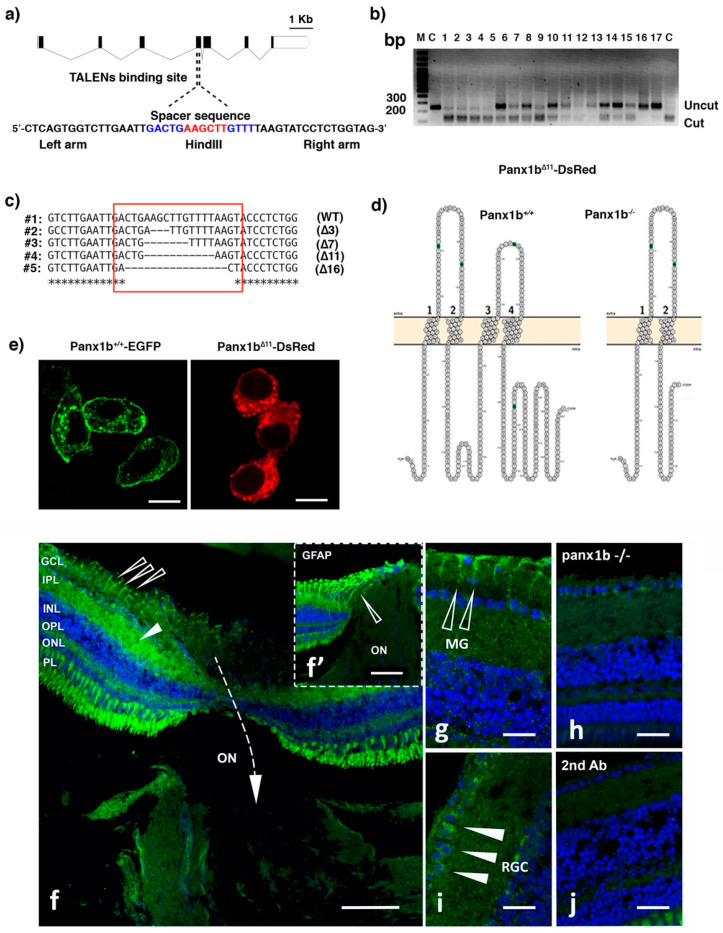
Generating *panx1b^−/−^* fish using TALENs. (**a**) Cartoon depicting the zebrafish panx1b gene structure with seven coding exons. The left and right TALENs binding sequence with the spacer sequence and HindIII restriction site in blue and red is highlighted. (**b**) The RFLP-assay shows the loss of the HindIII recognition sequence (uncut) in fourteen out of seventeen F0 larvae tested. (**c**) The sequence alignment demonstrates small (3 to 16 bp) deletions causing frameshift mutations (in red box) in four different F0 larvae. (**d**) The Protter open-source tool (wlab.ethz.ch/protter, 20 July 2020) visualized the predicted topology of the wild type and mutant Panx1b proteins. The 11 bp deletion in *panx1b* exon 4 resulted in a frameshift causing a premature stop codon at amino acid E179. (**e**) Localization of the truncated Panx1b protein–Confocal images of transiently transfected Panx1b^+/+^-EGFP (left panel) and Panx1b^Δ11^-DsRed-monomer (right panel) proteins in Neuro2a cells. Scale bar: 10 μm. (**f**) Panx1b immunoreactivity in the adult retina of TL fish. The section represents the retina at the contact point with the optic nerve (ON). The closed triangle points at Panx1b staining in the inner plexiform layer (IPL). The open triangle represents Panx1b immunoreactivity in end-feet of Muller glia. The inset (**f’**) shows GFAP-stained Muller glia in the same region of a consecutive slice of the retina indicated by an open triangle. (**g**) Open arrows point at Panx1b-positive Muller glia end feet. (**h**) Closed triangles point at Panx1b positive retinal ganglion cells. (**i**) Lack of significant Panx1b immunoreactivity in the adult *panx1b*^−/−^ retina. (**j**) Control with 2nd antibody only. Please note that the gain of the green channel in images (**i,j**) was enhanced to visualize the background staining. Abbreviations: WT, wild type TL; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ON, optic nerve. Scale bars: (**f,f’**) = 100 µm; (**g**,**h**) = 25 µm; (**i**,**j**) = 20 µm.

**Figure 2:**
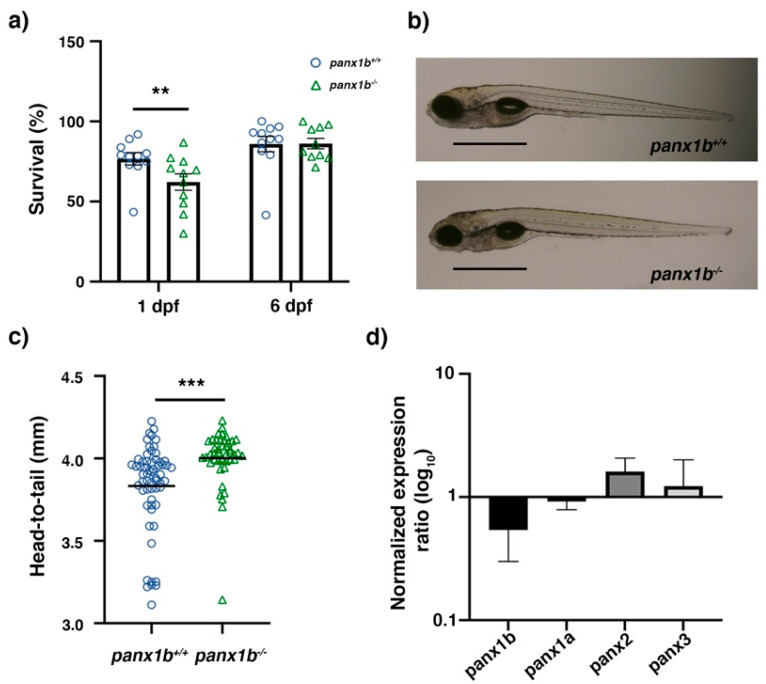
Primary characterization of *panx1b*^−/−^ larvae. (**a**) Survival rate at 24 h and six days post-fertilization (1 dpf, 6 dpf). (**b**) Morphology of age-matched TL control and *panx1b*^−/−^ larvae (at 6dpf) showing regular anatomical features. Scale bar = 100µm. (**c**) Head-to-tail size measurement of *panx1b*^−/−^ and control TLs (6 dpf). (**d**) RT-qPCR analysis of pannexin gene expression in 6dpf larvae. Significance: ** *p* < 0.01 and *** *p* < 0.001; nd: Not detected. Error bars = SEM.

**Figure 3:**
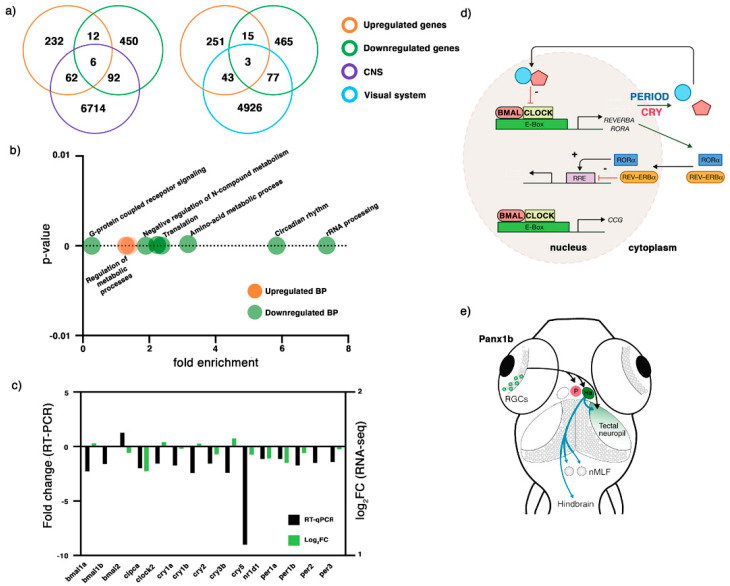
RNA-seq analysis of 6dpf *panx1b^−/−^* larvae. (**a**) Comparison of differentially regulated RNA transcripts against two categories: central nervous system (CNS) and the visual system. (**b**) GO annotation of RNA-seq data in terms of biological process (BP): the upregulated RNA transcripts were enriched in the regulation of metabolic processes, whereas the downregulated genes were annotated for RNA processing, circadian rhythms, amino-acid metabolic process, translation, negative regulation of nitrogen (N) compounds metabolism, and G-protein coupled receptor signaling. (**c**) Validation of RNA-seq data by RT-qPCR. The significant downregulation of cry1, cry5, bmal1a, bmal1b, and clock2 genes in 6 dpf *panx1b*^−/−^ larvae was confirmed by RT-qPCR in n = 3 independent replicates. (**d**) Cartoon illustrating the network of circadian clock genes differently regulated in *panx1b*^−/−^ larvae. Regulated genes in bold. (**e**) Illustration of the connection of the inner retina with optic tectum, habenula (Ha), and pretectum (*p*) conferring light sensitivity and circadian rhythmicity, and descending control of locomotion. Abbreviation: nMLF, nucleus of the medial longitudinal fasciculus.

**Figure 4:**
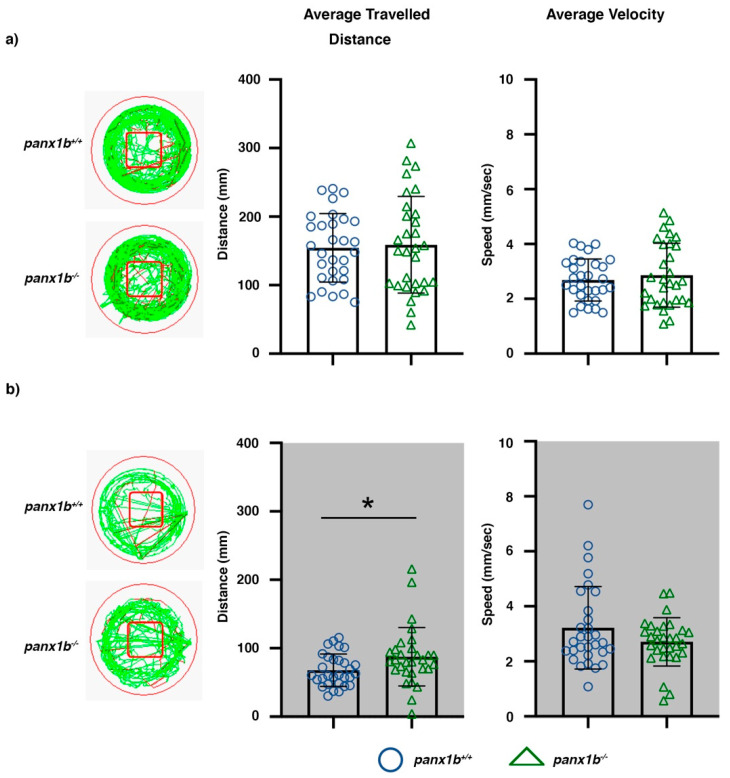
Locomotor activity in Light-ON and Light-OFF conditions. Locomotion was video tracked for 60 min in (**a**) Light-ON and (**b**) Light-OFF conditions. The wells on the left show examples of the locomotion patterns of *panx1b*^−/−^ and *panx1b*^+/+^ (TL control) larvae at 6 dpf. Medium (<20 mm/s) or high-speed movements (>20 mm/s) were visualized with green and red colors. The red square marks the region of interest used for assessment of the average distance travelled in the central zone. Graphs demonstrate the averaged traveled distance (in mm) and the average velocity (mm/s) of n = 30 larvae for each genotype. A Welch’s *t*-test was used for statistical comparison of groups. Significance: * = *p*-value < 0.05. Error bars = SEM.

**Figure 5:**
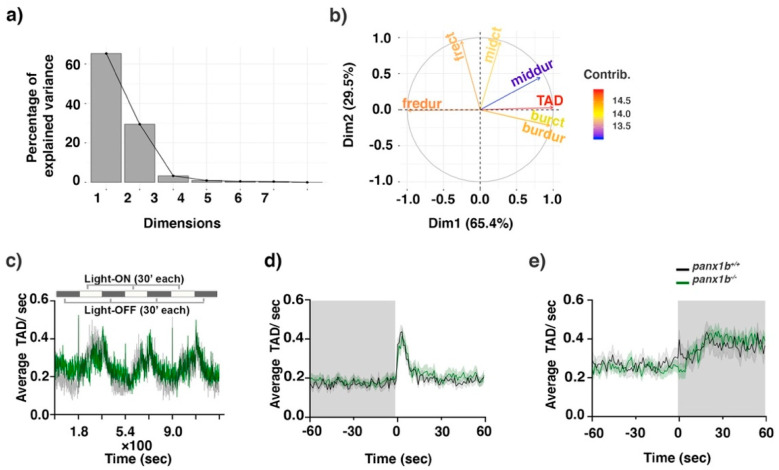
Visual-motor motor response (VMR) changes in *panx1b*^−/−^ larvae at 6dpf. (**a**) Principal component analysis (PCA) transforming the VMR multidimensional data. The scree plot shows that Dimensions 1 and 2 capture more than 65.4% and 29.5% of the data variance. (**b**) The variable correlation plot represented the coordinates of the variables in the first two dimensions. The variables were colored from blue to red as their contribution to PCs increases. Total activity duration (TAD; in color red) showed the highest contribution to the variability in Dimension 1 and was chosen to visualize differences between genotypes. (**c**) The outline of the experimental paradigm is shown on top. The line graph shows the average TAD of *panx1b*^−/−^ and *panx1b*^+/+^ (TL) larvae from a representative test with n = 24 larvae for each genotype. The activity was defined as the fraction of frames per second that a larva spent swimming (see methods for the detailed information). (**d**,**e**) The results for average Light-ON and Light-OFF VMR are shown from 1 min before the light switch to 1 min after the light switch. The color ribbons surrounding the average activity line graph correspond to 1 S.E.M. The values are the average of the second trial from four independent tests with n = 48 larvae for each genotype. The Light-ON and Light-OFF periods are indicated by white and black bars at the top of the panels. The “nparcomp” analysis was used for multiple comparisons and simultaneous confidence intervals.

**Figure 6:**
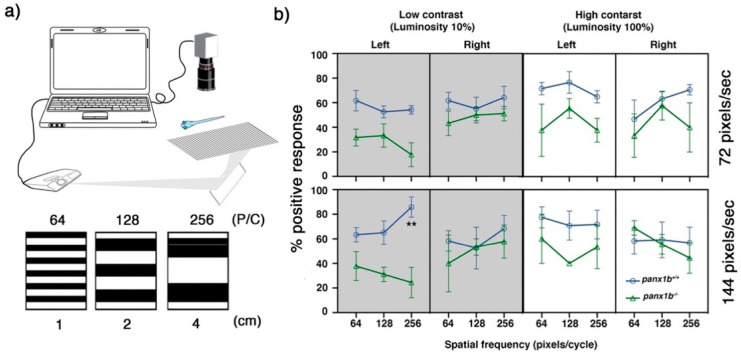
Optomotor response (OMR) declines in the absence of functional Panx1b. *(***a**) The OMR setup. Three spatial frequencies at two different speed rates and two luminosity levels were used to assess larval zebrafish’s visual acuity. P/C = pixel/cycle *(***b**) The percentage of positive response (% PPR) explains the average number of larvae that responded to a particular setting. The PPR values for each setting are the average of four tests ± SEM. In all tested settings, *panx1b*^−/−^ were able to elicit an appropriate response, as observed in TL controls. However, their visual acuity was lower than controls when the direction of motion was towards the left. The difference between genotypes’ PPR for the left-ward motion became very significant at a spatial frequency of 256, with a speed of 144, and a low contrast setting (n = 40). The “lm” and the model statistical “summary” functions were used to fit a regression model. The significant differences were calculated using the “TukeyHSD” function in R. Significance: ** *p*-value < 0.01. Error bars = SEM.

**Table 1:** GO annotation for regulated biological process.

**Biological Process (Up)**	***Danio Rerio* (REF) #**	**Upload #**	**Fold Enrichment**	***p*-Value**
Regulation of primary metabolic process (GO:0080090)	4132	170	1.4	0.0000062
Regulation of nitrogen compound metabolic process (GO:0051171)	4076	167	1.39	0.000009
Regulation of macromolecule metabolic process (GO:0060255)	4368	178	1.39	0.00000623
**Biological Process (Down)**	***Danio Rerio* (REF) #**	**Upload #**	**Fold Enrichment**	***p*-Value**
cleavage involved in rRNA processing (GO:0000469)	26	8	7.35	0.0000474
circadian regulation of gene expression (GO:0032922)	45	11	5.84	0.0000119
cellular modified amino acid metabolic process (GO:0006575)	113	15	3.17	0.000199
mRNA processing (GO:0006397)	332	33	2.37	0.0000185
translation (GO:0006412)	320	30	2.24	0.0000975
negative regulation of nitrogen compound metabolic process (GO:0051172)	756	60	1.9	0.00000729
G protein-coupled receptor signaling pathway (GO:0007186)	1134	13	0.27	0.00000000543

Abbreviation: REF, number of genes in category in reference genome. Upload, number of genes in category identified in the uploaded gene list.

**Table 2:** RT-qPCR results for transcripts associated with the circadian clock pathway.

Gene	RT-qPCR Expression (REST)	SEM (REST)	*p*-Value (REST)	Result
*bmal1a*	−2.277	0.050	0.005	Down
*bmal1b*	−1.609	0.053	0.019	Down
*bmal2*	1.273	0.135	0.246	
*cipca*	−1.988	0.060	0.055	
*clock2*	−1.568	0.063	0.017	Down
*cry1a*	−1.749	0.109	0.004	Down
*cry1b*	−2.43	0.086	0.002	Down
*cry2*	−1.569	0.073	0.058	
*cry3b*	−2.42	0.052	0.11	
*cry5*	−9.002	0.033	0.0012	Down
*nr1d1*	−1.142	0.065	0.279	
*per1a*	−1.142	0.062	0.451	
*per1b*	−1.732	0.159	0.245	
*per2*	−1.503	0.082	0.154	
*per3*	−1.422	0.184	0.289	

**Table 3:** Report of the VMR “nparcomp” analysis from four independent tests with a total of n = 48 larvae for each genotype.

		TL		Panx1b^−/−^			
Stimulus	Time Bin	Average TAD/s	S.E.M	Average TAD/s	S.E.M	Effect Estimator EE	Adjusted *p*-Value
Light-ON	Before (60–0 s)	0.17	0.13	0.18	0.14	0.48	0.00
	AT (0–1 s)	0.38	0.19	0.33	0.22	0.57	0.08
	After (1–60 s)	0.21	0.15	0.23	0.20	0.50	0.70
Light-OFF	Before (60–0 s)	0..27	0.27	0.25	0.19	0.53	0.00
	AT (0–1 s)	0.36	0.31	0.24	0.24	0.67	0.00
	After (1–60 s)	0.36	0.33	0.37	0.23	0.49	0.06

**Table 4:** The multivariate comparisons of OMR between TL control and *panx1b*^−/−^ larvae.

Contrast Levels		Low (10%)			High (100%)		
Speed (pixels/s)	Direction	Spatial Frequencies (pixels/cycles)					
		64	128	256	64	128	256
72	Leftward	0.061	0.51	0.16	0.23	0.22	0.22
	Rightward	0.52	0.77	0.44	0.89	0.8	0.33
144	Leftward	0.22	0.13	0.0012	0.63	0.26	0.66
	Rightward	0.97	0.97	0.97	0.65	0.99	0.77

**Table 5:** Primer sequences used for RT-qPCR.

Gene	ID	Forward Primer (5′–3′)	Reverse Primer (5′–3′)	Amplicon (bp)
*per1a*	NM_001030183	GGAAAAGGCTCAGCCACAGA	TGAACTTCCGCTCAAAAGAC	105
*per1b*	NM_212439	GAGGGAGACAGTCAAACAGAAG	AGAAGGGCTGTGAGAGTTTG	116
*per2*	NM_182857	CGTGCCCATTACAGTGAAGAG	ATGTTGACAGACCTGACTGC	149
*per3*	NM_131584	CAAGTACAAGCAAACAGCGAG	ACTACCACAAAAGAGTCCGTG	146
*arntl1a/bmal1a*	NM_131577	TCAGATTGTTCCTGGTATTCCTG	GCGTGGCAGTGATGTTTAAAG	149
*arntl1b/bmal1b*	NM_178300	GAGTTCATGTCTCCCAGTTCC	GTCCTTGTCTGTGTCCATACTG	147
*arntl2/bmal2*	NM_131578	ATGAACTCAAGCACCTCGTC	CTCTGTCCAATTAACTCCGTCC	139
*nr1d1*	NM_205729	AGCGACCTCCAAACAGTAAC	GGGTCTGAGTAAGGATGCATG	142
*clocka*	NM_130957	CATCTCTTGTGTCTCAGCCTC	GTCTCTGGATGTTTGCCTCA	150
*clockb*	NM_178295	GGTGGATCATGGAGAAGTGT	ATATACAGGCGGTTTCTTGGG	148
*clock2/npas2*	NM_178299	AACATCCTGAACTTCCTGCC	GTTTCCCCTCGCTATATGACAG	150
*cipca*	NM_001327903	TTGTCCTCAAGCAGCCGAAC	GTACTGTCACCGCTGGGTAA	136
*cry1a*	NM_001077297	CTCCACGACAATCCTTCACTC	CGTCCAAGTCTTCCAAACAC	148
*cry1b*	NM_131786	GGTTGGACAAGCTCACAAAC	TTCCTTGGTTAGATGCCGTC	126
*cry2*	NM_131786	CTGTCATGTCGCGTGTTTTAC	CAAAGTTAGGGTTATTGGTGCC	142
*cry3b*	NM_131792	CAGCAAATGTAAACCGTGGAG	CCTGACCCTATAAGACGATGC	80
*cry5*	NM_131788	CATGACTCAGTTACGACAGGAG	TCAGCGACCAATCAGAATCC	149
*18s rRNA*	NM_001098396	TGCATGGCCGTTCTTAGTTG	AGTCTCGTTCGTTATCGGAATGA	86
*panx1a*	NM_200916	TGGATACAAACAGCTCTGTGATAG	ATCCTTTAGAGTAGCGCTTGG	96
*panx1b*	NM_001100030	AAGTATAAAGGCGTGCGGCTGG	TGATCTGAGTACCCACAGAGAC	129
*panx2*	NM_001256641	TCGACTGAGAGGACAAACCC	TCGCCACCAACTTCACAACTC	99
*panx3*	XM_001919826	CATACAACCGCTCTGTCCGT	GCTTGCGTTTGGCTCTCTC	105

## Data Availability

RNA-sequencing are available at the NCBI Gene Expression Omnibus (GEO) database (entry GSE181853).

How the deposited data were processed for this re-analysis (not part of the article)

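RNA-seq libraries of 6 dpf zebrafish larvae were analysed from 4 lines, TL control, *panx1a*-/-, *panx1b*-/- and the double knock-out of both genes, with 3 libraries per line, each from a pool of about 30 larvae. The replicate numbers, and so the pairing used for the block, were taken from the sample labels, and the paper gives 3 pools per line without numbering them. Same-numbered libraries are different pools.

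The authors deposited raw counts, one whole number for each of 31261 Ensembl genes per library, made from strand-specific paired-end reads. The paper names GRCz11 as its genome build. It describes read counts from RSEM with bowtie2 for each transcript and gene, and refers to an earlier article for details. Its text does not state whether the deposited gene counts are those of RSEM, nor the strand setting. For its own test the paper used the transcript counts with DESeq2, and those were not used here. Library totals ranged from 20581029 to 29259122 counts with a median of 22229812. The median was 25379413 (20726397 to 25893206) in *panx1a*-/- and 21813270 (21129825 to 22813707) in the double knock-out.

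From these counts, fold changes were calculated in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest). Only the groups compared entered a fit, except for the interaction of the *panx1a* and *panx1b* genotypes, which used all 12 libraries. Genes needed at least 1 count in every library of the fit. A gene was taken as regulated at a Benjamini-Hochberg adjusted p-value under 0.05 together with a p-value under 0.001, as in the paper. Standard errors were derived from the fold change and its F statistic. CPM values are TMM-normalized. With 3 libraries against 3, the smallest two-sided p-value of an exact permutation test of one gene is 0.1, so the p-values rest on the spread that edgeR shares between genes. Fold changes against a group in which all libraries had at most 3 counts are given as lower bounds. Gene sets were tested with limma 3.58.1 on voom values (fry, and camera with an inter-gene correlation of 0.01 as an alternative), and the value given for a set is the mean log2 fold change of its genes. Set p-values were adjusted over the 16 sets in each fit. DESeq2 1.42.0 was run as an alternative to edgeR. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

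Gene symbols were matched to 28223 of 31261 identifiers (90.3%). Ohnologs under one symbol are reported as pairs with their identifiers. Gene order was taken from the RefSeq annotation of the GRCz12tu assembly and used only for which genes neighbour each other. The genes named were fixed before the data were examined. They were the pannexin, clock and cone opsin genes that the paper names, and the 5 genes in each direction with the largest fold change among regulated genes with a symbol, a mean of at least 1 CPM and no overlap between the lines. Other names are marked as chosen after their values were seen. Gene set lists were written before the data were examined. After that, symbol collisions in the synonyms of these lists and the symbol patterns of the receptor list were corrected, before any fold change was calculated.

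The procedure was tested on simulated counts drawn from the means of the real libraries. Of 200 genes with a mean of at least 1 CPM that were changed 2-fold, 183 (91.5%) were called, with 7 unchanged genes called among 25482 tested. For the interaction, 48.5% of 200 changed genes were called with 3 others among 25045 tested. A set of 15 simulated genes shifted downward gave a mean log2 fold change of −0.59 and passed fry at a p-value under 0.05, and an unshifted set did not.

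The alternatives were DESeq2's size factors, library size alone, DESeq2, no minimum count, edgeR's filterByExpr, at least 10 counts in every library, the adjusted p-value alone, the replicate number as a block, protein-coding genes only, all 12 libraries in one fit, and each library left out in turn. Removal of the 7SL RNA copies was added after the data were seen. A biotype was found for 81.2% of the genes tested. A reference genome was not used here, so corrections for GC content and gene length were not made. The expression lists of the central nervous system and the visual system, the GO annotation, and the RT-qPCR and behavioral measurements were not analysed here.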

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

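The tests of the clock arms in the double knock-out and of the clock index across the 4 lines were chosen only after those results were seen, and the other tests were set beforehand.

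The *panx1a*-/- and double knock-out libraries are not reported in the paper, and they drew attention because they hold regulated genes. Against TL controls, 722 genes were lower and 572 higher in *panx1a*-/- larvae of 24987 tested, and 1315 were lower and 700 higher in the double knock-out of 24896 tested. Between the double knock-out and *panx1a*-/-, which differ in the *panx1b* genotype and share no library with the comparison of *panx1b*-/- and TL, 938 genes were lower and 645 higher of 24966 tested. With the replicate number as a block these counts were 631 and 447, 1491 and 870, and 838 and 555. The double knock-out replicates 2 and 3 differed less from each other (chi-square per degree of freedom 2.84) than any other pair of libraries of one line (10.2 to 24.6), and the reason was not tested. Against *panx1a*-/-, 578 genes were lower and 407 higher without replicate 2, and 499 and 381 without replicate 3, while 1029 were lower and 943 higher without replicate 1. Against TL, the counts were 828 and 428 without replicate 2, and 722 and 417 without replicate 3.

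Chance splits of the libraries were counted for these comparisons and for *panx1b*-/- against TL. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave as many regulated genes in each comparison, the real split itself. The other splits, including 6 that part 1 pair, called 0 genes, while from 184 to 3554 genes had an unadjusted p-value under 0.05 over these splits and comparisons, against 5875 to 7994 in the real splits. With so few splits the share cannot fall under 0.05, so the counts cannot be told apart from chance by this test alone. Library totals do not separate the lines, since the ranges overlap in each comparison. Each genotype was a single line, so genotype and line cannot be separated in any one of these comparisons.

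Alleles carried along with a targeted locus are a candidate explanation for part of these genes. Among the 50 genes on each side of *panx1a* in RefSeq gene order (GRCz12tu), 7 of 54 tested (13.0%) were regulated in *panx1a*-/- against TL, where 4.92% of the other placed genes were (one-sided Fisher's exact test, p = 0.0165, adjusted p = 0.0248 over 3 tests). Near *panx1b*, 11 of 54 (20.4%) were regulated between the double knock-out and *panx1a*-/-, against 6.25% elsewhere (one-sided Fisher's exact test, p = 0.00046, adjusted p = 0.00138). These enrichments fit linked alleles, and they cover few of the regulated genes.

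The effect of *panx1b* loss differed between the TL and the *panx1a*-/- background for 1292 genes (670 lower and 622 higher) of 24261 tested, by edgeR's quasi-likelihood test of the interaction. The count was 1443 with the replicate number as a block. When the genotypes were permuted within the replicate numbers, 3 of 100 relabelled sets gave as many genes, the real one included. Of the other 2, 1 kept the 4 groups intact and only renamed them, with 2605 genes, and 1 mixed the groups, with 1705 genes. The median over the others was 0. Differences between the lines that follow neither genotype would give about as many interaction genes as genes of the *panx1b* main effect. The interaction called 0.613 times as many (1292 against 2107, and 2605 for the *panx1a* main effect). With 1 line per genotype this ratio has no spread to be set against, and lines that share ancestry would also lower it. The interaction genes therefore cannot be told apart from differences between the lines.

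As sets, the clock genes moved in the same directions in the second background, in libraries that the paper does not report. Over the 15 genes of Table 2, the mean log2 fold change between the double knock-out and *panx1a*-/- was −0.26 (limma's fry test, adjusted p = 0.00384), and −0.27 with the replicate number as a block (adjusted p = 0.0347, where the adjusted p-value ranged from 0.000632 to 0.0502 over 15 alternatives). Single genes did not all follow the sets. The log2 fold change of cry5 was −0.84 in *panx1b*-/- against TL and 0.13 (adjusted p = 0.543) in the second background, that of CRY1 (ENSDARG00000011583) was −0.04 and −0.58 (adjusted p = 0.00205), and 3 of the 15 genes differed by the interaction test. The positive arm of the clock had a mean of 0.53 and the negative arm of −0.63, a difference of 1.15, which is the opposite movement that a shift in circadian phase between the pools would give. An index of the negative arm minus the positive arm was 0.81 ± 0.10 in TL, 0.82 ± 0.15 in *panx1a*-/-, −0.25 ± 0.10 in *panx1b*-/- and −0.31 ± 0.13 in the double knock-out (SD, n = 3 each). In the 6 libraries without functional *panx1b* the mean index fell by 1.10 relative to the other 6. The drop did not differ detectably between the backgrounds (exact two-sided permutation test, 400 permutations, p = 0.605). For *panx1a*-/- against TL, the means of the positive and negative arms were 0.02 and 0.03. A phase difference that goes with the loss of *panx1b* is a candidate explanation, as is another time of day at collection for the *panx1b*-/- and double knock-out pools. No collection times are given in the paper's text or the labels, so the pattern cannot be told apart from the time of collection.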

How the results depend on the processing

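No test given here was chosen after its result was seen except the removal of the 7SL RNA copies, which was added after seeing the data. The corrections for GC content and gene length, alone and together with the replicate block, were not run, since no genome was used here.

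At an adjusted p-value under 0.05 alone, 1459 genes were lower and 1285 higher in *panx1b*-/- larvae, 1208 and 1006 in *panx1a*-/-, 2649 and 1671 in the double knock-out against TL, and 1758 and 1382 in the double knock-out against *panx1a*-/-. The interaction then had 2249 genes. The receptor genes called lower numbered 18 and the red and green opsin genes called numbered 1. With protein-coding genes only, 462 genes were higher in *panx1b*-/-, 477 were lower in *panx1a*-/-, and 1 receptor gene was lower in *panx1b*-/-. The cause was not tested.

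Among the 6 fits of *panx1b*-/- and TL that each left out 1 library, the genes lower ranged from 466 to 1031 and the genes higher from 409 to 601. The receptor genes called lower ranged from 0 to 7. For *panx1a*-/- against TL the fits gave 425 to 941 genes lower and 354 to 510 higher. The ranges were 707 to 1750 and 402 to 979 for the double knock-out against TL, and 499 to 1029 and 381 to 943 for the double knock-out against *panx1a*-/-. Between 844 and 1217 of the 1482 genes regulated in *panx1b*-/- were shared by each of these fits. The broader clock set passed in 4 of the 6 fits, with means from −0.23 to −0.17. The cause of these changes was not tested.

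The *panx1b*-/- counts were 1089 lower and 860 higher with DESeq2, which shared 1435 genes (96.8%) with the edgeR result, 826 and 662 with DESeq2's size factors, 771 and 696 with library size alone, and 1084 and 854 with all 12 libraries in one fit. Without the 7SL RNA copies 1452 of the 1482 genes were shared. The median log2 fold change of all genes moved by less than 0.1 under each scaling.

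Gene sets are said to pass here at an unadjusted p-value under 0.05, and the p-values printed are adjusted over the 16 sets.

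With the replicate number as a block, 906 genes were lower and 759 higher in *panx1b*-/-, and 1385 of the 1482 genes were shared. The mean correlation of same-numbered libraries behind this alternative was 0.105, and over all 9 pairs of a TL and a *panx1b*-/- library it ranged from −0.34 to 0.32, so the numbers pair the libraries weakly at most. Under the block the receptor genes called lower numbered 5 and the opsin genes called numbered 1, opn1mw1. The mean of the rRNA processing genes stayed at −0.20 and no longer passed (adjusted p = 0.129, with a range of 8.09e-09 to 0.129 over its 16 alternatives). The positive arm of the clock stayed at 0.32 and no longer passed (adjusted p = 0.121, with a range of 0.000496 to 0.121). The adenosine and dopamine set, with a mean of 0.12 in both fits, passed under the block (adjusted p = 0.101), and it passed with all 12 libraries in one fit at a mean of 0.082 (adjusted p = 0.0461), with a range of 0.0461 to 0.323 over its alternatives. The cause was not tested.

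Receptor genes called lower numbered 7 without a minimum count, 1 with filterByExpr, 1 with at least 10 counts in every library, 6 with DESeq2 and 7 with all 12 libraries. With library size alone the mean of the broader clock set was −0.18 and that of the rRNA processing genes was −0.18, and neither passed. With camera, the mean of −0.32 of the RT-qPCR clock genes did not pass (adjusted p = 0.0985, with a range of 0.000895 to 0.0985) and the mean of −0.11 of the ribosomal protein genes did (adjusted p = 0.00113, with a range of 0.00113 to 0.735). The cause was not tested. The clock genes called ranged from 8 to 10, and the negative arm passed under all 16 of its alternatives, with means from −0.83 to −0.72. Judged by the adjusted p-value, which is the stricter reading, the negative arm was under 0.05 in 15 of its 16 alternatives, the RT-qPCR clock genes, the broader clock set, the positive arm and the rRNA processing genes in 9 each, and the red and green opsins in 5.

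The correlation across genes of the effect of *panx1b* loss in both backgrounds was 0.11 with a mean CPM of at least 10, 0.16 over the genes regulated in *panx1b*-/-, and from 0.11 to 0.18 in the 12 fits that each left out 1 library. The interaction count ranged from 996 to 1326 genes in such fits.

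Of the 37 genes named, 29 kept their direction and their side of the cut-offs under every alternative run for single genes. The adjusted p-value alone was run for counts only, and PANX1 (ENSDARG00000025285), BMAL1 (ENSDARG00000006791) and opn1mw2 have adjusted p-values under 0.05 without having passed both cut-offs. Of 568 comparisons over these genes, 552 were unchanged, 5 were weaker, 4 were stronger and 7 reversed. The reversals were in genes with small changes when a library was left out. The log2 fold change of PANX2 ranged from −0.15 to 0.25, that of PANX3 from −0.77 to 0.12, that of OPN1SW from −0.053 to 0.20, and those of the CRY1 genes ENSDARG00000011583 and ENSDARG00000045768 from −0.12 to 0.015 and from −0.029 to 0.040. The cause was not tested.

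Depth limits the genes with few counts. The opsins opn1mw3 and opn1mw4, with between 0 and 3 counts per library, could not be compared, and opn1lw1, with 2 to 7 counts, has a standard error of 0.50 on the log2 scale. In simulated counts, 91.5% of genes with a mean of at least 1 CPM that were changed 2-fold were called, and detection below that level was not simulated.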

Differences from the paper's values

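No test was added for this comparison after the values were seen. The paper's counts are of transcripts, without non-coding RNAs, and the values here are of genes of every biotype unless stated.

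The paper reports 1213 transcripts downregulated, and 786 genes were downregulated here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with the adjusted p-value alone (1459), DESeq2's size factors (826), no minimum count (1050), the replicate block (906), DESeq2 (1089), all 12 libraries in one fit (1084) and without TL replicate 2 (1031). It did not with library size alone (771), filterByExpr (786), at least 10 counts in every library (615), protein-coding genes only (531), or any other library left out (466 to 618).

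For upregulation, the paper's text reports 764 transcripts, and 696 genes were upregulated here, which is within 1.5 times. With protein-coding genes only, which is nearer to the paper's restriction, the count was 462 and not within 1.5 times. It was also not within 1.5 times with the adjusted p-value alone (1285), without *panx1b*-/- replicate 1 (426) or 2 (479), or without TL replicate 3 (409). The Venn diagrams of the paper add up to about 560 downregulated genes in Fig. 3a, read by eye, and the 786 here are within 1.5 times of that sum. They add up to about 310 upregulated genes in Fig. 3a, read by eye, against the 696 here. The gap closed to within 1.5 times with protein-coding genes only (462), without *panx1b*-/- replicate 1 (426) and without TL replicate 3 (409), and with none of the other alternatives.

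For bmal2, the paper's RNA-seq bar is about −0.59 on the left axis of Fig. 3c, read by eye, and the log2 fold change here was 0.81. None of the alternatives set before the data were examined changed the sign. For clock2, listed as npas2, the bar is about 0.41 in Fig. 3c, read by eye, and the value here was 0.28. It came within the assumed reading error without *panx1b*-/- replicate 2 (0.34) and without TL replicate 1 (0.31), and with none of the other alternatives. For cry3b the bar is about 0.76 in Fig. 3c, read by eye, and the value here was 0.64. It came within the assumed reading error without *panx1b*-/- replicate 2 (0.67) and without TL replicate 1 (0.67), and with none of the other alternatives. The gaps for npas2 and cry3b were hardly larger than that assumed error. The bar readings were rounded only after comparison with the values here, so these gaps are not clear differences from the paper.

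The legend of Figure 3 names cry1, bmal1a, bmal1b and clock2 among the genes downregulated by RT-qPCR in the panel that sets RT-qPCR beside RNA-seq. The paper's text speaks of a downregulation by RNA-seq of the clock genes selected without naming them, and the paper's own RNA-seq bar for clock2 is positive. Here the BMAL1 genes had log2 fold changes of 0.44 and 0.48, npas2 had 0.28, and the CRY1 genes had −0.04 and 0.02. No setting that was run called any of these genes downregulated. The paper lists mRNA processing and translation among the processes of the downregulated genes. Here 0 of 156 mRNA processing genes were downregulated, and 37 had an unadjusted p-value under 0.05 in either direction. Of 79 cytosolic ribosomal protein genes 0 were downregulated, and 11 had an unadjusted p-value under 0.05, while limma's camera called the set lower (mean log2 fold change −0.11, adjusted p = 0.00113, with a range of 0.00113 to 0.735 over its alternatives). The paper's text and Fig. 3b also name G protein-coupled receptor signaling among those processes, while Table 1 lists fewer of its genes than its share of the genome would give. Here too receptor genes were fewer among the downregulated genes than among all genes tested, with 3 of 503 where 15.9 would follow from the share of all genes.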

Other observations

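The test on the copies of the 7SL RNA was chosen only after its result was seen, and the other tests were set beforehand.

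The comparison of *panx1b*-/- and TL was weighed against several technical explanations. All 3 *panx1b*-/- library totals lay within the range of the TL totals, so library size did not separate the lines. The share of counts in the 10 largest genes was 15.9% to 17.4% in TL and 14.9%, 16.2% and 18.1% in *panx1b*-/-, with 1 of the *panx1b*-/- libraries within the TL range, so this share did not separate the lines in 1 direction. A property of the TL libraries alone would leave no relation with the comparison of the double knock-out and *panx1a*-/-, which shares no library with it. Across 21048 genes the log2 fold changes of these comparisons correlated with r = 0.147 (95% interval 0.134 to 0.160, and Spearman's rho 0.159). Genes are not independent replicates, so the interval is a description. The relation is weak, and with *panx1a*-/- against TL, which shares the TL libraries, r was 0.322. Of 1440 regulated genes tested in both comparisons, 58.9% changed in the same direction, where chance gives 50%. Of these, 227 were regulated in both in the same direction and 100 in opposite directions. Most of the *panx1b*-/- genes therefore did not recur in the second background. Of the 9 regulated clock genes of Table 2, 8 were regulated in the same direction in the second background, and 3 of the 15 differed by the interaction test.

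Alleles linked to the targeted locus were weighed as an explanation for some of the *panx1b*-/- genes. Among the 50 genes on each side of *panx1b* in RefSeq gene order (GRCz12tu), 7 of 58 tested (12.1%) were regulated against 5.58% of the other placed genes (one-sided Fisher's exact test, p = 0.0425, and 0.0425 after adjustment over 3 tests). If 1 linked haplotype were behind both comparisons that involve *panx1b*, its genes would change in the same direction in both. Of 15 genes near *panx1b* regulated in either comparison, 6 (40.0%) had the same direction, against 62.3% of the others (one-sided Fisher's exact test, p = 0.978). CHRNE alone was called in both in the same direction (−0.84 and −1.44), while ENSDARG00000092354 (−1.24 and 0.88) and ENSDARG00000094725 (0.91 and −0.77) were called in both with opposite directions. These 3 genes were named after their values were seen. A haplotype shared by the *panx1b*-/- and double knock-out lines is therefore not indicated, while different haplotypes in the lines remain possible, as the excess of regulated genes near *panx1b* may show. Clustering was not detected among the 879 regulated genes that had a place in this gene order. Of these, 58.6% had another regulated gene 5 to 20 places away. The median was 56.4% in 1000 shuffles, 149 of which were as high.

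The 7SL RNA copies hold the largest fold changes, from −8.98 to 5.13 on the log2 scale, while the summed CPM of the 53 tested copies changed by 0.0608. Reads shared between near-identical copies, or copies that differ between lines, may therefore lie behind single copies. Metazoa_SRP (ENSDARG00000116411) was also lower against TL in *panx1a*-/- (−7.83) and in the double knock-out (−8.23), Metazoa_SRP (ENSDARG00000109470) was also higher in both (4.38 and 3.55), and Metazoa_SRP (ENSDARG00000111163) changed in neither (0.03 and 0.19). Outside these copies, si:dkey-18p12.4 was also lower against TL in *panx1a*-/- (−7.68, adjusted p = 6.87e-05), so its decrease is not particular to the loss of *panx1b*. The copies took between 2.75% and 8.39% of the counts of a library.

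Opposite movement of the clock arms, as listed without PER2 and the *cry* genes, was set beforehand as the sign of a difference in circadian phase between the pools. In *panx1b*-/- against TL, the positive arm minus the negative arm came to 1.10 on the log2 scale, which is consistent with a phase difference. The time of collection of each line is not given, so this cannot be told apart from a different collection time. The 11 light-induced genes listed had a mean log2 fold change of −0.18 (limma's fry test, adjusted p = 0.0238), with 8 of 11 lower. The mean was also −0.18 with the replicate number as a block (adjusted p = 0.101), and the adjusted p-value was under 0.05 in 10 of 16 alternatives, with a range of 0.0198 to 0.101. Between the double knock-out and *panx1a*-/- the mean was −0.08 (limma's fry test, adjusted p = 0.453), with 6 of 11 lower. The decrease was therefore not detected in the second background by this test.

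In the 4 lines, PANX1 (ENSDARG00000025285) had 13.1 ± 1.4 CPM in TL, 4.27 ± 0.49 in *panx1a*-/-, 9.58 ± 0.40 in *panx1b*-/- and 4.24 ± 0.15 in the double knock-out, and PANX1 (ENSDARG00000014910) had 5.80 ± 1.12, 8.20 ± 0.67, 6.40 ± 0.65 and 4.08 ± 0.60 CPM respectively (SD, n = 3 each). The log2 fold change of ENSDARG00000025285 in *panx1a*-/- against TL was −1.61 (edgeR's quasi-likelihood test, adjusted p = 6.74e-05), and that of ENSDARG00000014910 in the double knock-out against *panx1a*-/- was −1.01 (adjusted p = 0.000959).

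In the *panx1a*-/- libraries, the set of OPN1SW and opn1sw2 had a mean log2 fold change of −0.42 against TL (limma's fry test, adjusted p = 0.375) and the 57 phototransduction genes had −0.02 (adjusted p = 0.937). For *panx1b*-/-, the adenosine and dopamine set had a mean of 0.12 (adjusted p = 0.162), with 23 of 39 genes higher, 0 regulated and 6 at an unadjusted p-value under 0.05. The 4 genes under the rod opsin symbol had a mean of −0.25 (adjusted p = 0.00494), and with camera the adjusted p was 0.300, in a range of 0.00203 to 0.300 over its alternatives. Of 16 sets tested for the interaction, none had an adjusted p-value under 0.05 (lowest 0.155, at a mean of 0.21 for the positive arm of the clock), while 2 had an unadjusted p-value under 0.05.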
